# A non-canonical BRD9-containing BAF chromatin remodeling complex regulates naive pluripotency in mouse embryonic stem cells

**DOI:** 10.1038/s41467-018-07528-9

**Published:** 2018-12-03

**Authors:** Jovylyn Gatchalian, Shivani Malik, Josephine Ho, Dong-Sung Lee, Timothy W. R. Kelso, Maxim N. Shokhirev, Jesse R. Dixon, Diana C. Hargreaves

## Abstract

The role of individual subunits in the targeting and function of the mammalian BRG1-associated factors (BAF) complex in embryonic stem cell (ESC) pluripotency maintenance has not yet been elucidated. Here we find that the Bromodomain containing protein 9 (BRD9) and Glioma tumor suppressor candidate region gene 1 (GLTSCR1) or its paralog GLTSCR1-like (GLTSCR1L) define a smaller, non-canonical BAF complex (GBAF complex) in mouse ESCs that is distinct from the canonical ESC BAF complex (esBAF). GBAF and esBAF complexes are targeted to different genomic features, with GBAF co-localizing with key regulators of naive pluripotency, which is consistent with its specific function in maintaining naive pluripotency gene expression. BRD9 interacts with BRD4 in a bromodomain-dependent fashion, which leads to the recruitment of GBAF complexes to chromatin, explaining the functional similarity between these epigenetic regulators. Together, our results highlight the biological importance of BAF complex heterogeneity in maintaining the transcriptional network of pluripotency.

## Abstract (web summary)

The BAF complex is a multi-subunit chromatin remodeling complex that plays important roles in transcription regulation. Here the authors provide evidence that BRD9 and GLTSCR1/BICRA or its paralog GLTSCR1-like/BICRAL define a non-canonical BAF complex that regulates naive pluripotency in mouse embryonic stem cells.

## Introduction

Embryonic stem cells (ESCs) have the remarkable ability to self-renew and give rise to any of the over 200 different mature cell types, the property of pluripotency. To maintain ESC identity, the genome is precisely controlled so that only stem cell-specific transcription programs are turned on while lineage-specific programs are silenced^1,2^. This control is in part achieved by ATP-dependent chromatin remodeling complexes, which regulate chromatin structure^3,4^. In particular, several subunits of the mammalian BRG1-associated factors (BAF) chromatin remodeling complex are required for formation of the inner cell mass (ICM) of the embryo and for maintenance of ESCs in vitro^5–8^.

In mouse ESCs, a specialized BAF complex exists in the form of esBAF, a ~2 MDa complex composed of 9–11 subunits including BRG1, BAF155, BAF47, ARID1A, BAF45A/D, BAF53A, BAF57, SS18, and BAF60A/C^9,10^. Genome sequencing studies using conditional deletion of BRG1, the ATPase component of the complex, revealed that esBAF collaborates with the master pluripotency regulators OCT4, SOX2, and NANOG in modulating the expression of ESC-specific genes while repressing genes associated with differentiation^11,12^. In addition to esBAF, the related polybromo-associated BAF (PBAF) complex is also present, which contains distinct components including BRD7, ARID2, and PBRM1^13–15^. Upon differentiation, the BAF complex becomes even more diversified, assembling the different subunits in a combinatorial manner, which imparts to the complex its cell type- and developmental stage-specific activities^16–18^. However, it is unclear how distinct BAF complex assemblies and the unique subunits therein contribute to BAF-dependent functions.

Mass spectrometric studies in mouse ESCs identified BRD9 as a novel BRG1-interacting partner^9^ and was subsequently shown to be a dedicated BAF complex subunit in a leukemic cancer cell line^19^. BRD9 harbors a single bromodomain (BD), an epigenetic reader domain that recognizes acetylated lysines on histones and non-histone proteins^20,21^. However, the role of BRD9 in BAF complex targeting and activity remains uncharacterized. Here we find that in mouse ESCs, BRD9 and GLTSCR1/1L are defining members of the smaller, non-canonical GLTSCR1/1L-containing BAF complex or GBAF complex^22^. We perform IP-mass spectrometry characterization of the GBAF complex in mouse ESCs to define shared and unique subunits. GBAF is distinct from esBAF as it lacks BAF47, BAF57, and ARID1A. Chromatin IP (ChIP)-Seq analyses show that esBAF and GBAF are uniquely targeted to sites across the genome and are co-bound with distinct sets of pluripotency transcription factors (TFs). The genomic binding of the GBAF complex is consistent with its role in maintaining the naive pluripotent state, as inhibition of BRD9 results in transcriptional changes representative of a primed epiblast-like state. Conditional deletion of esBAF subunit ARID1A is not highly correlated with this transition, indicating that GBAF complexes have a functionally specific role in regulating this pathway. We demonstrate that BRD9 is targeted to chromatin via its BD, highlighting the role of this reader domain in GBAF complex targeting. Finally, we provide evidence for BD and extra-terminal protein 4 (BRD4)-mediated targeting of the GBAF complex that is BD-dependent, which accounts for their complementary roles in regulating the naive pluripotency transcriptional network. Our studies not only provide important insight into BRD9 function but also add to our understanding of how diversity in BAF complex assembly contributes to the intricate control of the ESC transcription program.

## Results

### BRD9 regulates transcription for the maintenance of ESCs

To determine the specific role of BRD9 in the maintenance of ESC pluripotency, we made use of the BRD9-BD inhibitor, I-BRD9, which specifically inhibits binding of the BRD9-BD to acetylated residues^23^. By assaying for cell number at different time points, we found a time- and I-BRD9 concentration-dependent decrease in cell proliferation, pointing to a BD-dependent role for BRD9 in maintaining mouse ESCs in serum/leukemia inhibitory factor (LIF) conditions (Fig. 1a). Because I-BRD9 has been shown to also inhibit BRD4 in vitro^23^, we tested two other BRD9-BD inhibitors (BRD9i), BI-9564 and TP472, which also yielded similar concentration-dependent growth defects in ESCs (Fig. 1b and Supplementary Figure 1a). Consistent with the specific activity of the BRD9i, short hairpin RNA (shRNA)-mediated knockdown of *Brd9* in mouse ESCs with three independent shRNAs resulted in a near complete loss of BRD9 protein expression relative to that of a scrambled control (Supplementary Figures 1b, 1c), leading to significant reduction in ESC growth at 2 and 4 days post shRNA transduction (Fig. 1c).

**Fig. 1:**
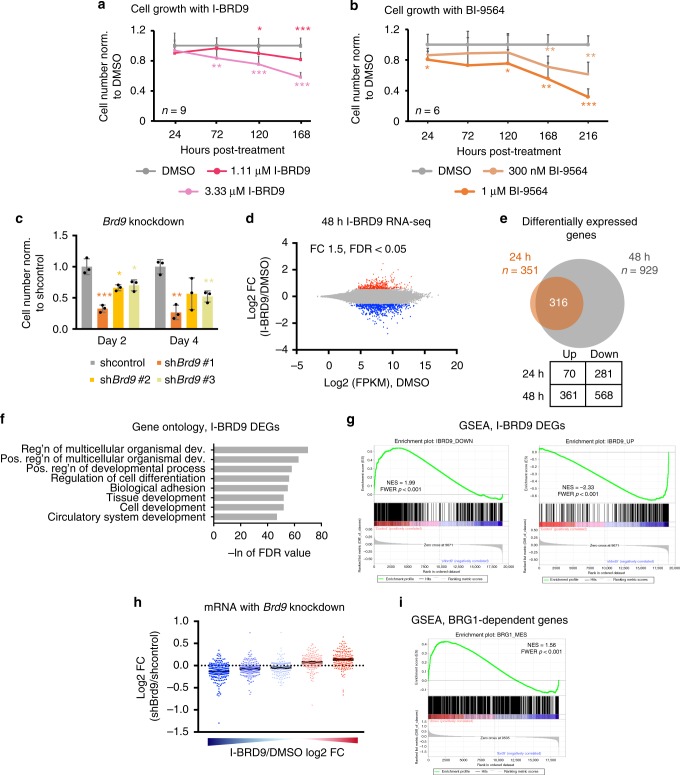
BRD9 is part of the ESC pluripotency transcriptional regulatory network. **a** Time course experiment assessing mouse ES cell number after treatment with DMSO or I-BRD9 at either 1.11 or 3.33 µM. Error bars represent one standard deviation from the mean of biological replicates, *n* = 9. Two-tailed *t*-test was performed to obtain the *p* values. *p < 0.05, **p < 0.01, ***p < 0.001. **b** As in **a**, but for ESCs treated with DMSO or BI-9564 at either 300 nM or 1 µM; *n* = 6. **c** As in **a**, but for ESCs transduced with shRNA against a scrambled control or *Brd9*; *n* = 3 for each sh*Brd9* experiment. **d** Scatterplot of average log2 fragments per kilobase of transcript per million mapped reads (FPKM) mRNA expression level in DMSO-treated ESCs against log2 fold change (FC) in expression after 24 or 48 h of 10 µM I-BRD9 treatment in serum/LIF conditions. Red and blue indicate differential expression increased or decreased by 1.5-fold or more (Benjamin-Hochberg FDR < 0.05), respectively, from two independent biological replicates. **e** Venn diagram of differentially expressed genes (DEGs) in the 24 and 48 h I-BRD9 RNA-Seq datasets. **f** Significance of the I-BRD9 DEG enrichment in each gene ontology process. FDR values were calculated according to Benjamin-Hochberg multiple testing (GSEA). **g** GSEA enrichment plots of either the significantly downregulated (left) or upregulated (right) I-BRD9 DEGs using the shcontrol and sh*Brd9* RNA-Seq dataset. NES normalized enrichment score, FWER *p* value familywise error rate calculated using single tail tests on the positive or negative side of the null distribution. **h** Box plot of the log2 FC in expression upon sh*Brd9* knockdown, grouped into quintiles according to the genes’ log2 FC upon I-BRD9 addition. Shades of blue and red correspond to the degree of log2 FC down- or upregulation in I-BRD9/DMSO. Black bars indicate the mean per quintile. **i** As in **g**, GSEA enrichment plot of BRG1-dependent genes in ESCs using the I-BRD9 RNA-Seq dataset. Source data for **a**–**c** are provided as Source Data file

We next addressed whether BRD9 exerts its function in pluripotency by regulating gene expression. We treated ESCs with I-BRD9 and assessed mRNA expression changes at 24 and 48 h post treatment using high-throughput sequencing (RNA-Seq). 

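I-BRD9 is a small molecule that occupies the acetyl-lysine binding pocket of the BRD9 bromodomain. It was used at 10 µM on v6.5 mouse ESCs kept in serum and LIF, which were passaged from feeder fibroblasts to gelatin 24 h before RNA collection. The experiment has 8 RNA-Seq libraries, 2 for DMSO and 2 for I-BRD9 at each time, which the paper describes as independent biological replicates. The authors sequenced polyadenylated RNA as single-end 50 bp reads, aligned them to mm10 with STAR and assigned them to exons with HOMER. Reads of both strands were counted, so genes whose exons overlap share reads. The deposited values are FPKM for 24537 genes. The values that could be checked are whole numbers of reads scaled by gene length and library depth, from which the total reads of each library were recovered. They were 17.7 and 31.8 M (DMSO) and 14.6 and 12.2 M (I-BRD9) at 24 h, and 10.9 and 31.5 M (DMSO) and 28.8 and 14.1 M (I-BRD9) at 48 h. At these depths, 0.5 FPKM of a transcript of 2 kb stands for 10.9 to 31.8 reads. Over all genes, the replicates of each group differed by more than sampling noise, but the typical gene differed little more. The median chi-square per gene between replicates was 0.494 to 0.655, where sampling noise gives 0.455. The dispersion beyond sampling noise was 0.000717 for DMSO and 0.00022 for I-BRD9 at 24 h, and 0.000579 and 0.000809 at 48 h. The adjusted p thus rest on a small spread between these libraries, and how far further cultures would vary was not tested. Genes with a mean of at least 0.5 FPKM over the 4 libraries of a comparison were compared with limma on log2(FPKM + 0.1), which kept 12547 genes at 24 h and 12589 at 48 h. A gene is said to have risen or fallen when its adjusted p from limma (Benjamini-Hochberg over all genes kept) was under 0.05. It is called a DEG when it also changed by at least 1.5-fold. Genes are named here when the paper names them, when they are among the 8 DEGs with the largest change in a direction at a mean of at least 2 FPKM, or when they are among the 4 genes of a list with the smallest adjusted p; any others were chosen after their values were seen. An exact permutation test of 2 libraries against 2 cannot go below p = 0.33, so every adjusted p rests on a variance that limma shares across genes. Libraries were also simulated with the same depths and 1 dispersion for all genes of a comparison. In them, 2-fold changes were called as DEGs in 90.8% of genes at 24 h and 75.8% at 48 h. The same held for 29.9% and 24.2% of 1.5-fold changes, which lie at the DEG limit itself, and for 0.162% and 0.0404% of unchanged genes. Of the 1.5-fold changes, 74.6% and 59.1% passed the adjusted p. Real genes spread less evenly: the chi-square per gene between the I-BRD9 replicates at 48 h had a mean of 9.94 and a median of 0.655. The simulated rates may therefore be too favourable. The sample labels number the 24 h I-BRD9 replicates 1 and 2 in their titles and the other way round in their descriptions, and the titles are followed here.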

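Acta1, which encodes skeletal muscle alpha-actin and lies on chromosome 8 of mm10 from 123891758 to 123894775, had the largest rise at both times among DEGs with a mean of at least 2 FPKM. It went from 9.20 ± 0.0198 FPKM with DMSO to 33.6 ± 2.76 FPKM with I-BRD9 at 24 h (mean ± SD, n = 2 libraries each) and from 8.37 ± 0.477 to 50.9 ± 2.13 FPKM at 48 h. Egr1, an immediate early transcription factor induced by ERK signalling, rose from 3.75 ± 0.884 to 13.4 ± 0.0113 FPKM at 24 h and from 3.40 ± 0.170 to 15.8 ± 2.13 FPKM at 48 h. Myo1f, an unconventional myosin, had the largest fall of these DEGs at 48 h; it went from 12.1 ± 0.0198 to 1.92 ± 0.289 FPKM at 24 h and from 11.4 ± 0.232 to 1.29 ± 0.257 FPKM at 48 h. Stra8, which germ cells need to enter meiosis, fell from 27.9 ± 0.484 to 4.34 ± 0.0820 FPKM at 48 h. On the log2 scale, Acta1 changed by 1.85 (SE 0.063, adjusted p = 6.89e-05 from limma) at 24 h and 2.59 (SE 0.057, adjusted p = 7.44e-06) at 48 h. Myo1f changed by -3.06 (SE 0.13, adjusted p = 7.19e-05 from limma) at 48 h. The change of Egr1 was 1.83 (SE 0.15) at 24 h and 2.18 (SE 0.10) at 48 h, and that of Stra8 was -2.66 (SE 0.052, adjusted p = 6.97e-06 from limma) at 48 h. At 24 h, the largest rises of these DEGs also held Chac1, a glutathione-degrading enzyme (1.52), and Slc25a4, a mitochondrial ADP/ATP carrier (1.36, from 386 to 991 FPKM). At 48 h they held Tagln, an actin-binding protein (2.04), the neuropeptide precursor Vgf (2.09) and the keratins Krt18 (1.85) and Krt8 (1.72). Among the largest falls of these DEGs, the Src family kinase Hck changed by -2.47 at 24 h and -2.70 at 48 h, and Gli1, a transcription factor of Hedgehog signalling, by -1.82 at 24 h. The mRNA of BRD9 itself was at 20.5 ± 0.871 FPKM with DMSO and 19.5 ± 0.641 FPKM with I-BRD9 at 48 h and did not pass the test (adjusted p = 0.290 from limma).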

We observed dramatic changes in gene expression upon treatment with I-BRD9 (Fig. 1d; 1.5-fold change (FC), false discovery rate (FDR) < 0.05, Benjamin-Hochberg). At 24 h, I-BRD9 treatment resulted in 351 differentially expressed genes (DEGs), the vast majority of which were also present among the 929 DEGs changed following 48 h of I-BRD9 treatment (Fig. 1e). 

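After 24 h of I-BRD9, 970 of 12547 genes were DEGs, and after 48 h, 1456 of 12589 were. Among the 12418 genes kept at both times, 953 were DEGs at 24 h and 704 of these (73.9%) were also DEGs at 48 h, where chance gives 109.1. Of the 704 genes, 153 were higher at both times (9.36 by chance) and 548 were lower at both times (51.4 by chance). The DEGs lower at both times held Gli2, an effector of Hedgehog signalling, with log2 FCs of -1.13 at 24 h and -1.77 at 48 h, and Prdm14, a repressor of differentiation genes in ESCs, with -1.25 and -1.66. Those higher at both times held Atf3, a stress-induced transcription factor (1.19 and 1.82). The remaining 3 genes, named after their values were seen, went in opposite directions: the collagen gene Col1a2 (-0.79, a call that ends without DMSO 24 h replicate 1, and 0.75), Sdpr (-0.73 and 0.97) and Mir147 (-3.57 and 4.69), a microRNA locus at which poly(A) libraries read the host transcript. Over the 1422 DEGs of 48 h that were kept at 24 h, the median log2 FC at 24 h was -0.75 for the 852 lower genes and 0.40 for the 570 higher genes, and 98.7% and 88.1% of them had the same direction at 24 h. The overlap of the higher genes had p = 5.73e-167 in a one-sided Fisher's exact test, in which genes count as independent, and each time had its own DMSO libraries. At an adjusted p under 0.05 from limma with no fold limit, 4220 genes passed at 24 h and 5207 at 48 h. Without DMSO replicate 1, the 24 h count was 607. With log2(FPKM + 1) the counts were 539 at 24 h and 875 at 48 h, and with a mean of at least 2 FPKM they were 545 and 870.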

In both instances, we observed more downregulated than upregulated genes, suggesting that BRD9 generally maintains gene expression. 

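At 24 h, 765 DEGs were lower and 205 were higher with I-BRD9, so that 78.9% of DEGs were lower. At 48 h, 863 were lower and 593 were higher, and the share of lower DEGs was 59.3%. Genes lower at 48 h included Accsl (5.55 ± 0.298 FPKM with DMSO and 0.682 ± 0.191 FPKM with I-BRD9, n = 2 each), the glutathione peroxidase gene Gpx2 (log2 FC -2.73) and Hal, which encodes histidine ammonia-lyase (-2.61). Genes higher at 48 h included Lyz2, which encodes lysozyme (2.34 ± 0.230 and 7.72 ± 0.365 FPKM, log2 FC 1.68), and Nes, the intermediate filament nestin of neural progenitors (1.42). The median log2 FC of all genes kept was -0.0097 at 24 h and 0.0013 at 48 h. After quantile normalization, 598 DEGs were lower and 311 higher at 24 h (65.8% lower), and 806 and 659 at 48 h (55.0% lower). With log2(FPKM + 1), 453 were lower and 86 higher at 24 h, and with a mean of at least 2 FPKM, 428 and 117. Without DMSO replicate 1, 450 DEGs were lower at 24 h. The adjusted p from limma alone, with no fold limit, gave 2388 genes lower and 1832 higher at 24 h, and 2703 lower and 2504 higher at 48 h. From the larger number of lower DEGs at both times, the paper proposes that BRD9 generally maintains gene expression.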

Gene ontology (GO) analysis of I-BRD9-dependent genes revealed that BRD9 functions primarily in regulating tissue development and cellular differentiation (Fig. 1f). 

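At 48 h of I-BRD9, 4 trophectoderm genes were higher, genes of the neural lineage went both ways, and mesendoderm genes did not pass the test. Of 6 trophectoderm genes, 4 rose and 2 did not pass (4 rose when adjusted over the list alone). They include Krt7 (log2 FC 1.05), a keratin of simple epithelia, and Tfap2c (0.53), a transcription factor of trophoblast. The trophectoderm list passed camera, a set test of limma (adjusted p = 0.0108 at a preset correlation of 0.01), while it had an adjusted p = 0.436 with an estimated correlation, and this call ends with no filter on low values. Of 7 neuroectoderm genes, 4 rose and 2 fell (4 and 2 adjusted over the list alone, camera adjusted p = 0.373). Map2, a microtubule protein of neurons, rose by 0.93 and the neural transcription factor Sox11 by 0.89, while the neural plate factor Sox1 had -1.02 and Meis2 -0.97. None of 4 mesendoderm genes passed at 48 h, with Eomes at -0.33 (adjusted p = 0.206 from limma) and T at -0.12 (adjusted p = 0.655). Of 12 blood vessel and heart genes, 2 rose and 5 fell (2 and 5 adjusted over the list alone, camera adjusted p = 0.792), with a median of -0.098 and a mean of 0.076. The VEGF receptor Flt1 had 1.61, the ephrin Efnb2 0.99 and the angiopoietin receptor Tek -0.94. Of 7 primitive endoderm genes, 2 rose and 2 fell (2 and 2 adjusted over the list alone, camera adjusted p = 0.507). The basement membrane collagens Col4a1 (1.24) and Col4a2 (1.55) rose and the laminin chain Lama1 fell (-0.91). Of 22 extracellular matrix and adhesion genes that are not specific to fibroblasts, 10 rose, 5 fell and 7 did not pass (11 and 5 adjusted over the list alone, camera adjusted p = 0.196). The tight junction protein Cldn6 (1.14) and tenascin C, Tnc (1.18), rose and nidogen 1, Nid1 (-0.93), fell. Most fibroblast genes rose: of 17 feeder markers, 13 rose, 1 fell (Thy1, -0.74) and 3 did not pass (13 and 1 adjusted over the list alone). Their median log2 FC was 0.75 (camera adjusted p = 1.85e-04, and adjusted p = 0.490 with an estimated correlation), and Tagln and Acta2 (1.60), which also serve as feeder markers, rose most. Of 13 fibroblast transcripts with at least 40 FPKM in the control libraries of the knockdown experiment, which hold feeder cells, 11 were higher with I-BRD9. Among them, Fbln2, fibulin 2, went from 5.81 to 11.7 FPKM and Bgn, biglycan, from 8.36 to 11.8 FPKM. Mgp, a matrix protein gene, was at 1.75 FPKM with DMSO and 1.75 FPKM with I-BRD9, and Thy1 fell. Leaving out the genes of the fibroblast, matrix and primitive endoderm lists, an alternative chosen after seeing the data, gave 1434 DEGs at 48 h. At 24 h the median log2 FC of the fibroblast list was -0.25, with 1 gene risen and 5 fallen (camera adjusted p = 0.106). The GO terms themselves were not tested here.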

To confirm the on-target effects of I-BRD9, we performed RNA-Seq in ESCs where *Brd9* was knocked down using a pooled collection of three shRNAs. 

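Brd9 mRNA, read from chromosome 13 of mm10 from 73937811 to 73960889, was at 19.3 ± 1.96 FPKM with the control hairpin and 9.37 ± 0.0750 FPKM with the pooled Brd9 hairpins (mean ± SD, n = 2 libraries each), a log2 FC of -1.03 (SE 0.082, adjusted p = 0.0120 from limma). Any Brd9 reads of the feeder fibroblasts in these libraries are part of this value. For BRD9 protein, the paper reports a nearly complete loss with its independent hairpins. Stra8 had the largest fall among protein-coding DEGs with a mean of at least 2 FPKM, from 25.9 ± 5.30 to 6.58 ± 0.0827 FPKM (log2 FC -1.95, SE 0.13). The DEGs with the largest rises included Zscan4b, a gene of the 2-cell-like state (1.20, SE 0.14), next to small nucleolar RNAs and microRNAs, which poly(A) libraries read mostly through their host transcripts. These 4 libraries were prepared 4 days after puromycin selection, from v6.5 ESCs on puromycin-resistant feeder fibroblasts, and sequenced and quantified as in the I-BRD9 experiment. The recovered depths were 24.6 and 18.3 M reads for shcontrol and 9.78 and 13.7 M for shBrd9. Fibroblast RNA was abundant in both groups: Mgp was at 633 ± 69.2 FPKM in shcontrol and 855 ± 93.4 FPKM in shBrd9, Col3a1 at 43.4 ± 14.6 and 44.0 ± 7.43 FPKM, and Postn, which encodes periostin, at 14.6 ± 3.08 and 13.7 ± 3.04 FPKM. Of 25 fibroblast genes, 4 rose and 21 did not pass (8 rose adjusted over the list alone), and those that rose include Acta2, smooth muscle actin (0.58), and Fbln2, fibulin 2 (0.38). Their median log2 FC was 0.18 (camera adjusted p = 3.67e-04, and adjusted p = 0.569 with an estimated correlation). Without shcontrol replicate 1 this median was 0.0523. Of 13474 genes kept, 160 were DEGs, 65 higher and 95 lower, and 606 passed the adjusted p from limma alone. With voom of limma on the recovered reads, an alternative chosen after seeing the data, 293 were DEGs (141 higher, 152 lower). In libraries of these depths, simulated in the same way, 86.4% of 2-fold and 31.3% of 1.5-fold changes were called, and 0.143% of unchanged genes. Of the 1.5-fold changes, 56.7% passed the adjusted p. The number of DEGs was 11 without shcontrol replicate 2 (7 higher, 4 lower), 95 without shcontrol replicate 1 (44 lower) and 49 with no filter on low values, and 30 were higher without shBrd9 replicate 2. The calls of Zscan4b, Acta2 and Fbln2 end without shcontrol replicate 2, and that of Fbln2 also without shcontrol replicate 1.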

We observed a high degree of concordance between the mRNA expression changes with I-BRD9 treatment and *Brd9* knockdown. 

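Stra8 and Hck were among the DEGs with the largest falls in both experiments. After Brd9 knockdown, Hck went from 5.05 ± 0.966 to 1.70 ± 0.168 FPKM (mean ± SD, n = 2 each; 95% confidence interval of the log2 FC -1.89 to -1.11, adjusted p = 0.0216 from limma). Qprt, an enzyme of NAD synthesis, and Sox1 were lower in both as well, with log2 FCs of -1.14 and -0.90 after knockdown. Tnc was higher in both (0.79 after knockdown). Without shcontrol replicate 2 the calls of Hck, Qprt, Sox1, Tnc and Psat1 after knockdown end, while that of Stra8 holds in each fit that leaves out a library. In contrast, Nanog was at 232 ± 0.682 FPKM with shcontrol and 228 ± 3.78 FPKM with shBrd9, a log2 FC of -0.021 with a 95% confidence interval of -0.12 to 0.081 (adjusted p = 0.801 from limma). Its change with 48 h of I-BRD9 differed from this by -0.66 on the log2 scale (SE 0.053, adjusted p = 2.43e-04 from limma). Klf4 fell by less than the 1.5-fold limit (-0.29, adjusted p = 0.0488 from limma), and this call ends without either shcontrol replicate or shBrd9 replicate 2. Of 12419 genes kept in both experiments, 1404 were DEGs at 48 h of I-BRD9 and 125 after knockdown. Of these, 29 were lower in both where chance gives 6.11 (one-sided Fisher's exact test, p = 5.07e-13), 12 were higher in both where chance gives 1.58 (p = 2.07e-08), and 12 went in opposite directions. In either direction, 53 were DEGs in both, where chance gives 14.13. No chance value was computed for opposite directions. The genes higher with I-BRD9 and lower with knockdown held Chac1 (-0.73 after knockdown) and Psat1, an enzyme of serine synthesis (-0.62), both targets of the stress-response factor ATF4. The change with I-BRD9 at 48 h differed from that with knockdown for 3477 of 13195 genes at an adjusted p under 0.05 from limma, and for fewer when any library was left out. This compares ESCs on gelatin after 48 h of I-BRD9 with ESCs and feeder cells 4 days after puromycin selection. Culture, time and feeder RNA thus differ together with inhibition against knockdown, and the contrast cannot tell them apart.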

Gene set enrichment analysis (GSEA) showed that I-BRD9-downregulated genes are positively enriched among genes that decrease upon *Brd9* knockdown, while I-BRD9-upregulated genes are enriched among genes that increase upon *Brd9* knockdown (Fig. 1g). Conversely, the change in gene expression upon *Brd9* knockdown was strongly correlated with the change upon I-BRD9 treatment (Fig. 1h). 

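Of the 843 genes lower at 48 h of I-BRD9 that were kept in the knockdown libraries, 59 fell with shBrd9, 7 rose and 777 did not pass the test (103 fell and 15 rose when adjusted over the list alone). The lower set included Inhbb, a subunit of activin, with a log2 FC of -0.61 after knockdown, and Dmrt1, a transcription factor of the germ line (-0.77); both were named after their values were seen. Of the 561 genes higher with I-BRD9, 58 rose, 14 fell and 489 did not pass (116 rose and 27 fell adjusted over the list alone), and those that rose included Ankrd1, a target gene of YAP (0.75), and the phosphatase Dusp10 (0.70), also named after their values were seen. The median log2 FC with knockdown was -0.14 for the lower set and 0.13 for the higher set, and 68.9% and 68.6% of the genes had the direction seen with I-BRD9. With genes ranked by the difference of mean log2 values, shcontrol minus shBrd9, the normalized enrichment score was 2.43 for the lower set (adjusted p = 2.61e-04 over 10000 gene permutations) and -2.05 for the higher set (adjusted p = 3.65e-04), each the smallest p that these permutations gave. In camera the lower set had an adjusted p = 3.46e-07, and an adjusted p = 0.0804 with an estimated correlation, while the higher set had 2.11e-07, and an adjusted p = 0.0915 with an estimated correlation. Both sets were chosen on the I-BRD9 libraries, and gene permutations take genes as independent.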

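Over the 1404 DEGs of 48 h I-BRD9 that were kept in the knockdown libraries, the log2 FCs of both experiments had a Pearson r of 0.345 (R2 of 0.119) and a Spearman rho of 0.416 across genes, which are not independent replicates. The genes were divided into quintiles by their change with I-BRD9. In the lowest quintile (n = 281 genes, mean log2 FC of -1.46 with I-BRD9), which holds Stra8, Hck and Gli1, the mean log2 FC with Brd9 knockdown was -0.22 ± 0.44 (SD). It was -0.13 ± 0.32 in the next quintile and -0.13 ± 0.27 in the middle one, and then 0.055 ± 0.32 and 0.14 ± 0.33 in the highest quintiles, the last of which (mean 1.16 with I-BRD9) holds Tnc and Jun (0.48 after knockdown). The changes had the same sign in 68.8% of these DEGs. Over all 12419 genes kept in both experiments, r was 0.159 and rho 0.171. Without DMSO 48 h replicate 2, r over the DEGs was 0.224. The paper took this correlation and the GSEA as a test of the on-target effects of I-BRD9.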

Finally, to determine whether BRD9’s role in transcriptional regulation is in the context of BAF complexes, we performed GSEA to compare our I-BRD9 RNA-Seq data with a publicly available dataset of BRG1-dependent genes in mouse ESCs^12^. We saw a significant enrichment of genes downregulated by I-BRD9 in the BRG1 dataset (Fig. 1i). Consistent with this, inhibition of BRG1 activity by the small-molecule inhibitor PFI-3 caused a similar decrease in ESC cell growth (Supplementary Figure 1d). These data indicate that BRD9 and BRG1 cooperate to regulate a subset of genes in ESCs that are critical for ESC maintenance.

### BRD9 associates with a non-canonical BAF complex in ESCs

Given the functional impact of BRD9 loss or inhibition on ESC pluripotency, we sought to further characterize BRD9’s association with BAF complexes in mouse ESCs. To this end, we performed IP of endogenous BRD9 from micrococcal nuclease-treated nuclear lysates under high stringency wash conditions and analyzed the precipitated proteins by mass spectrometry (Supplementary Table 1). The results validated previous observations that BRD9 interacts with BRG1, BAF155, the BCL7 proteins, and SS18 (Fig. 2a, Supplementary Table 1)^19^. We identified other BAF subunits, including BAF60A, BAF155, BAF53A, GLTSCR1L, and GLTSCR1, which were among the top hits in the mass spectrometry results. Surprisingly, however, we did not recover established BAF/PBAF subunits ARID1A, BAF47, BAF57, PBRM1, or BRD7, suggesting that we had identified a non-canonical BRD9-containing BAF complex.

**Fig. 2:**
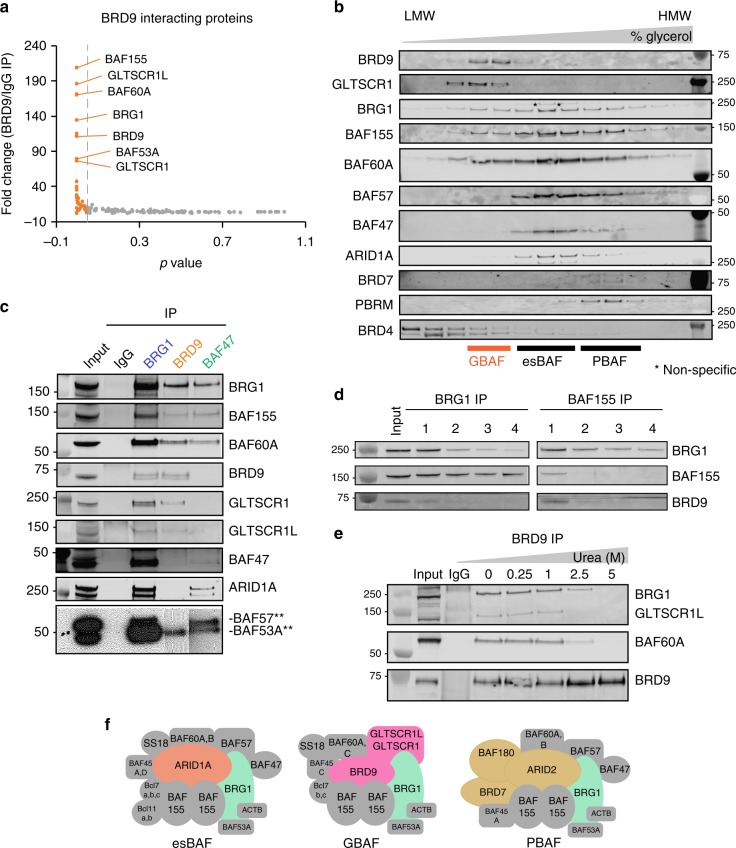
BRD9 defines a distinct, non-canonical BAF complex. **a** Immunoprecipitation (IP)-mass spectrometry using BRD9 or IgG antibody from mouse ESCs. The plot shows the spectral count fold change in BRD9 IP relative to IgG and the corresponding AC test *p* values, calculated with two technical replicates using PatternLab. In orange are proteins that satisfy FC 2, AC test *p* < 0.05. **b** Immunoblotting analysis of fractions after mouse ESC nuclear lysates were subjected to a density sedimentation assay in 10–30% glycerol gradient. LMW and HMW indicate lower and higher molecular weights, respectively. Nonspecific bands are marked with an asterisk. Molecular weights from ladder are indicated. **c** Immunoprecipitation (IP) experiments from mouse ESC nuclear lysates using antibodies against BRG1, BRD9, and BAF47. Blots developed using chemiluminescence are marked with double asterisks; each IP was taken from a different exposure. **d** Depletion IP experiment from ESCs using antibodies against BRG1 or BAF155. Each lane shows the remaining proteins after each successive IP, labeled 1 through 4. **e** IP experiment from ESCs using antibodies against IgG or BRD9, which was incubated in increasing concentration of urea. **f** Schematic of the esBAF, GBAF, and PBAF complexes in mouse ESCs. Colored in orange, pink, and mustard yellow are subunits that define each individual complex. In green is the enzymatic component, BRG1. Source data are provided as a Source Data file

We next isolated ESC nuclear extracts and subjected the proteins to a glycerol gradient density sedimentation assay. Our results show that BRD9 co-sediments earlier in the gradient with BRG1, GLTSCR1, BAF155, and BAF60A, indicating that it associates with the lower molecular weight GBAF complex (Fig. 2b). BRD9 did not sediment with esBAF subunits, defined by the presence of ARID1A, BAF57, and BAF47, or with PBAF, which uniquely incorporates PBRM1 and BRD7. IP experiments with specific antibodies against BRG1, BRD9, and BAF47 verified that BRD9 is in a BAF complex distinct from esBAF, as it does not interact with ARID1A, BAF57, or BAF47 (Fig. 2c). The reciprocal IP demonstrated that BAF47 associates with known esBAF subunits, but does not interact with BRD9 (Fig. 2c). In addition, we confirmed that GLTSCR1 and GLTSCR1L each exclusively associate with BRD9, but not with BAF47 (Fig. 2c).

To demonstrate that BRD9 is a dedicated GBAF subunit, we depleted ESC nuclear lysates of either BRG1 or BAF155 using specific antibodies and monitored BRD9 levels after each round of four IP reactions. This showed that BRD9 is quickly depleted with BRG1 or BAF155, suggesting that BRD9 is exclusive to BAF complexes (Fig. 2d). Finally, we tested how stable the associations are between BRD9 and its interacting proteins using urea-based denaturation studies. We found that BRG1, BAF60A, and GLTSCR1L remain associated with BRD9 in up to 1 M urea (Fig. 2e). In summary, our biochemical studies demonstrate that BRD9 forms a stable BAF complex that is distinct from the canonical esBAF and PBAF complexes and uniquely contains GLTSCR1/1L in mouse ESCs (Fig. 2f). The presence of this non-canonical BAF complex is not unique to ESCs, as we also observed it in HCT116 cells, a human colorectal cancer line (Supplementary Figures 2a, 2b). Moreover, a recent study showed that BRD9 associates with a smaller GLTSCR1/1L-containing BAF complex termed the “GBAF complex” in a human monocytic cell line and HEK293Ts^22^, which is also supported by mass spectrometry studies defining the assembly of this non-canonical complex in HEK293T cells, synovial sarcoma, and malignant rhabdoid cell lines^24^. Collectively, these results argue that the presence of GBAF is a general phenomenon as it is found in both human cancer cells and mouse ESCs, the latter of which represents a karyotype normal background. For continuity, and to distinguish it from esBAF and PBAF complexes, we will hence refer to the non-canonical BAF complex as the GBAF complex.

### GBAF and esBAF localize to distinct genomic elements

To identify the genomic localization of the non-canonical GBAF complex in ESCs, we employed ChIP-Seq with antibodies against BRD9 and BRG1. We identified 35,932 BRD9-bound sites and 73,011 BRG1-bound sites (Fig. 3a). Eighty-one percent of sites occupied by BRD9 are also bound by BRG1 and their localization on the genome is strikingly similar, consistent with a strong biochemical interaction (Fig. 3b, c). To establish whether GBAF localizes distinctly from esBAF, we also performed ChIP-Seq against ARID1A, an esBAF subunit which is not present in GBAF. We identified 20,677 ARID1A-bound sites, which showed 72% overlap with BRG1 targets (Fig. 3a–c). Only 33% of ARID1A peaks overlapped with BRD9, suggesting that these complexes are independently targeted, but are co-bound at some sites, in agreement with several studies showing co-localization of chromatin remodeling complexes on the genome^25,26^. Co-occurrence binding analysis with publicly available histone modification data in mouse ESCs revealed a difference between BRD9 and ARID1A targets. Specifically, we found that BRD9 is more enriched at sites that are marked with H3K4me3, an epigenetic mark more commonly found at promoters (Fig. 3d). ARID1A, on the other hand, showed stronger enrichment at sites marked with H3K4me, which is strongly associated with enhancers. Both ARID1A and BRD9 are bound at sites marked with H3K27ac, but not H3K27me3. We further examined BRD9 and ARID1A localization to different enhancer classes by defining poised (H3K4me-positive, H3K27ac-negative), active (H3K4me- and H3K27ac-positive), and super enhancers (defined by H3K4me-positive, H3K27ac-positive, and high Mediator binding^27^). Here we observed similar enrichment of ARID1A and BRD9 at active enhancers whereas at both poised and super enhancers, ARID1A showed a relatively stronger enrichment than BRD9 (Fig. 3d). BRG1 is known to bind to both promoters and distal sites^11^ and further analysis of BRD9 and ARID1A binding at these different regions showed that the two have different binding proclivities, with BRD9 binding more strongly to promoters and ARID1A more strongly to distal sites (Fig. 3e). Furthermore, BRD9 and BRG1, but not ARID1A, localize to topologically associating domain (TAD) boundaries, which are also strongly enriched for H3K4me3 (Fig. 3f)^28^. These data suggest that esBAF and GBAF are preferentially targeted to different regions of the genome.

**Fig. 3:**
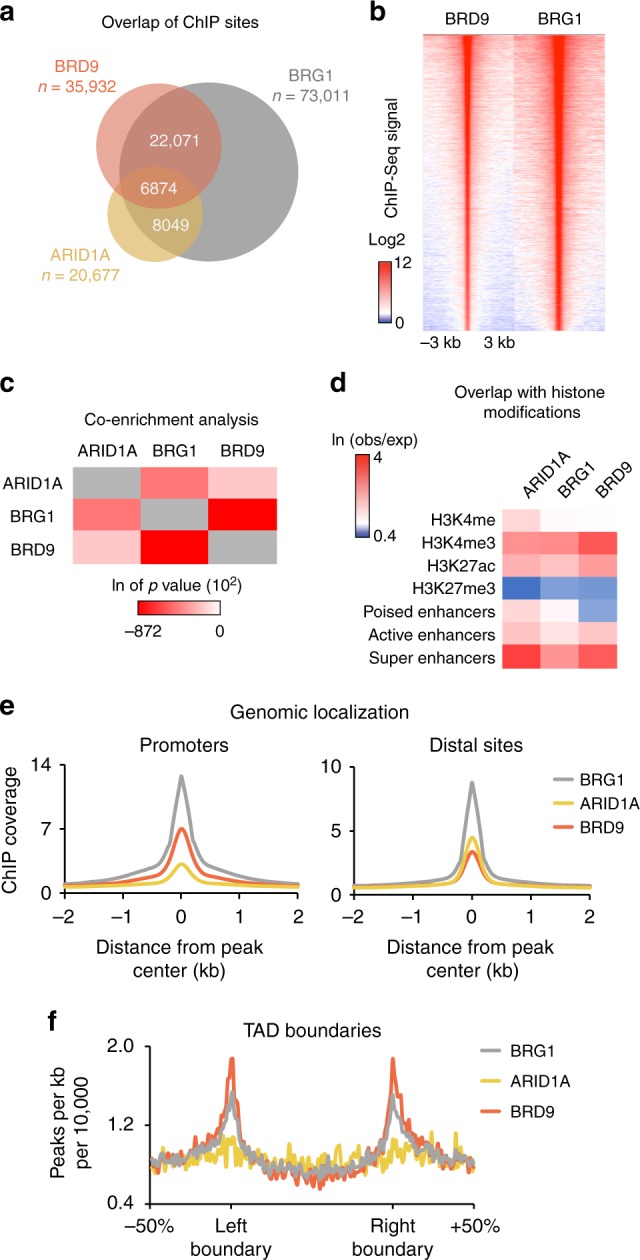
GBAF and esBAF localize to distinct genomic elements. **a** Venn diagram overlap of BRG1, BRD9, and ARID1A ChIP sites, with *n* representing the number of observed peaks. **b** Heat map of BRD9 and BRG1 ChIP signal ± 3 kilobases (kb) centered on the BRD9 peak, ranked according to BRD9 read density. **c** Significance of binding overlap between BRD9, BRG1, and ARID1A ChIP sites. The natural log of *p* values were calculated using hypergeometric distribution (mergePeaks.pl in HOMER). **d** Co-occurrence analysis showing the natural log of the ratio of the observed number of overlapping peaks over the expected values. This was done for BRD9, BRG1, and ARID1A ChIP sites against publicly available ChIP-Seq data for the histone modifications H3K4me, H3K4me3, H3K27me3, and H3K27ac. Poised enhancers are defined by sites that contain H3K4me1 but lack H3K27ac, whereas active enhancers are sites that are positive for both modifications. Super enhancers are H3K4me+, H3K27ac+, and Med1-high sites. **e** ChIP-Seq signal of BRG1, BRD9, and ARID1A ± 2 kb surrounding BRG1 peak center at promoters and distal sites. **f** ChIP-Seq signal of BRG1, BRD9, and ARID1A ± 50% size of a topologically associating domain (TAD) around a TAD

### GBAF and esBAF are co-bound with different factors

To understand how GBAF complexes participate in the pluripotency regulatory network, we profiled GBAF and esBAF complex binding sites for enriched TF-binding motifs. We distinguished BRG1-bound sites that uniquely contain either BRD9 (GBAF) or ARID1A (esBAF) and determined the enriched motifs for both (Fig. 4a). Consistent with previous reports demonstrating the role of BRG1 in OCT4-dependent transcription^12^, the motif for the master pluripotency regulators OCT4/SOX2/TCF/NANOG was the most enriched motif for esBAF complex binding, followed by motifs for the high-mobility group domain-containing Sox family members. In contrast, GBAF complex sites are enriched for the CTCF/CTCFL motif, followed by the zinc finger-containing TFs Kruppel like factor 3 (KLF3) and the Specificity proteins Sp5 and Sp1. TF binding analyses verified the results of the motif search, where we observed greater occupancy of OCT4, SOX2, and NANOG on esBAF sites while CTCF binding was stronger at GBAF sites (Fig. 4b, c). KLF4 and Sp5 binding was observed at both esBAF and GBAF binding sites, with slightly greater occupancy at GBAF complex binding sites. These data are consistent with prior literature detailing the role of esBAF complexes in regulating the master pluripotency TFs, and further highlight the specific binding pattern of GBAF complexes, suggesting cooperation between GBAF complexes and KLF4 and Sp5.

**Fig. 4:**
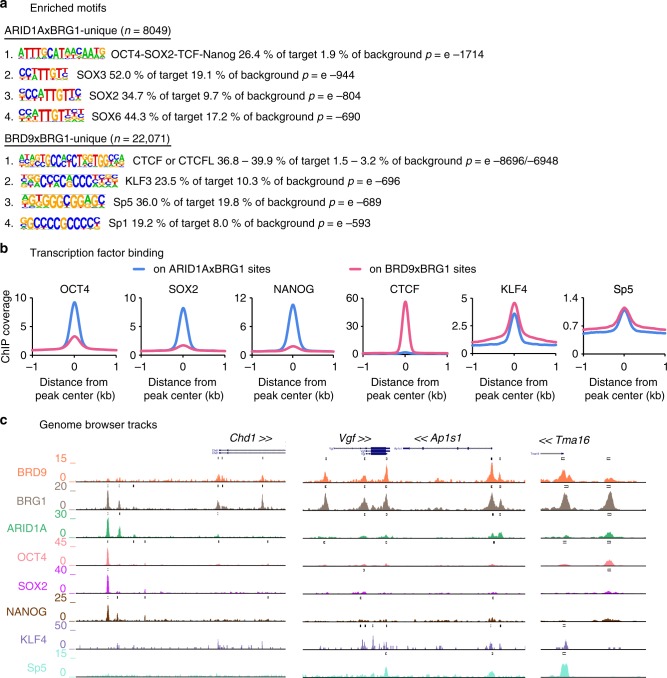
GBAF and esBAF are co-bound by different pluripotency transcription factors. **a** Significance of enriched motifs for BRG1 sites uniquely bound by either ARID1A (top) or BRD9 (bottom). *p* Values were calculated using cumulative binomial distribution (findMotifsGenome.pl in HOMER). **b** Histogram of ChIP reads of the indicated transcription factor (TF) ± 1 kb surrounding the peak center of sites that are co-bound by either ARID1A and BRG1 or BRD9 and BRG1. **c** Representative genome browser tracks showing co-binding of BRD9 and BRG1 with either KLF4 or Sp5 at promoters (middle and right, respectively) or ARID1A and BRG1 with OCT4, SOX2, and NANOG at distal sites (left)

### GBAF complexes regulate naive pluripotency

Both KLF4 and Sp5 have been shown to regulate naive pluripotency in part through the transcriptional regulation of *Nanog*, whose downregulation marks the exit of ESCs from the naive state into a state that is primed for lineage specification^29–31^. Interestingly, we observed downregulation of both *Nanog* and *Klf4* in I-BRD9-treated ESCs (Fig. 5a). 

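Nanog and Klf4, transcription factors of the naive state, were both lower with I-BRD9. Nanog (on chromosome 6 of mm10 from 122707489 to 122714633) was at 161 ± 1.58 FPKM with DMSO and 100.4 ± 4.03 FPKM with I-BRD9 at 48 h (mean ± SD, n = 2 libraries each), 0.622 of the DMSO level (95% confidence interval 0.584 to 0.662). Klf4 (on chromosome 4 of mm10 from 55527137 to 55532475) was at 37.6 ± 0.0827 and 23.3 ± 1.03 FPKM, 0.621 of the DMSO level (0.577 to 0.670). The log2 FCs were -0.69 (SE 0.037, adjusted p = 1.40e-04 from limma) for Nanog and -0.69 (SE 0.044, adjusted p = 2.23e-04) for Klf4, and both genes were DEGs. At 24 h the falls were smaller and neither gene reached 1.5-fold, with -0.47 for Nanog (adjusted p = 2.40e-04 from limma) and -0.41 for Klf4 (adjusted p = 0.00228). Their effect at 48 h differed from that at 24 h by -0.22 (adjusted p = 0.0512) for Nanog and -0.28 (adjusted p = 0.0792) for Klf4, so a difference between the times was not shown.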

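Deletion of Arid1a in these ESCs was accompanied by large rises of Neurog1, a proneural transcription factor, and of Gli1. Neurog1 went from 0.310 ± 0.0177 FPKM with ethanol to 8.59 ± 0.191 FPKM with tamoxifen (mean ± SD, n = 2 libraries each; log2 FC 4.41, SE 0.16) and Gli1 from 1.66 ± 0.136 to 17.6 ± 0.595 FPKM (3.33, SE 0.11, adjusted p = 3.36e-04 from limma). Tgm2, a transglutaminase, and Nanos3, which germ cells need to survive, rose by 2.28 and 2.21 on the log2 scale. The largest falls among protein-coding DEGs included Slc40a1, the iron exporter ferroportin (-2.01), and Sh3gl2, which encodes endophilin A1 (-1.90). Arid1a itself (on chromosome 4 of mm10 from 133679008 to 133753611) was at 37.4 ± 4.91 FPKM with ethanol and 17.4 ± 0.778 FPKM with tamoxifen, a log2 FC of -1.09 (SE 0.10, adjusted p = 0.00264); reads from exons that remain after the deletion are part of this value. ARID1A is a subunit of canonical BAF complexes that GBAF lacks, and the cells carry floxed Arid1a alleles and a tamoxifen-activated Cre recombinase. They were grown on gelatin, treated with ethanol or 1 µM tamoxifen and collected 72 h later, and their libraries were sequenced and quantified as in the I-BRD9 experiment. The recovered depths were 14.2 and 13.1 M reads for ethanol and 14.9 and 15.7 M for tamoxifen. The replicates spread more than those of the I-BRD9 experiment, with a dispersion of 0.00329 for ethanol and 0.00389 for tamoxifen. Of 13346 genes kept for this ARID1A KO (tamoxifen against ethanol), 958 were DEGs, 453 higher and 505 lower, and 1960 passed the adjusted p from limma alone. In libraries simulated as for I-BRD9, 84.6% of 2-fold and 17.9% of 1.5-fold changes were called, and 0.251% of unchanged genes. Of the 1.5-fold changes, 37.3% passed the adjusted p. Without tamoxifen replicate 2 there were 501 DEGs (173 higher, 328 lower), and 630 with no filter on low values; 275 were higher without tamoxifen replicate 1, and 283 were lower without ethanol replicate 2.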

To determine if this downregulation was specific to GBAF complexes, we performed RNA-Seq on *Arid1a*^f/f^:CreERT2 ESCs treated with ethanol (vehicle) or tamoxifen to induce deletion of *Arid1a*. In contrast to I-BRD9 treatment, ARID1A loss did not affect the expression of either *Nanog* or *Klf4* (Fig. 5a). 

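With Arid1a deletion, Nanog was at 279.7 ± 5.55 FPKM with ethanol and 269 ± 15.3 FPKM with tamoxifen (mean ± SD, n = 2 libraries each), 0.961 of the ethanol level with a 95% confidence interval of 0.833 to 1.11. Klf4 was at 70.2 ± 1.12 and 72.8 ± 1.47 FPKM, 1.04 of the ethanol level (0.925 to 1.16). Neither gene passed the test (adjusted p = 0.666 for Nanog and 0.627 for Klf4 from limma), and both intervals exclude a fall as large as the one with I-BRD9. In a test of the difference itself, the change with 48 h of I-BRD9 minus that with Arid1a deletion was -0.63 on the log2 scale for Nanog (SE 0.081, adjusted p = 0.00128 from limma) and -0.74 for Klf4 (SE 0.071, adjusted p = 3.13e-04). This compares different ESC lines with different vehicles and times, with 8 libraries in the fit.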

Neither BRD9 inhibition nor ARID1A deletion resulted in significant changes in the core regulators of pluripotency, *Pou5f1* or *Sox2*, consistent with what has been observed previously in BRG1-deficient ESCs^11,12^. These data suggested that GBAF complexes may specifically regulate naive pluripotency. 

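Pou5f1, which encodes OCT4, was at 875 ± 8.99 FPKM with DMSO and 838 ± 11.3 FPKM with I-BRD9 at 48 h (mean ± SD, n = 2 libraries each), 0.958 of the DMSO level with a 95% confidence interval of 0.910 to 1.01 (adjusted p = 0.151 from limma). Sox2, its partner in binding DNA, fell from 109.8 ± 1.19 to 89.1 ± 0.677 FPKM, 0.811 of the DMSO level (0.771 to 0.854; adjusted p = 9.22e-04), which is less than the 1.5-fold limit. With Arid1a deletion, Pou5f1 was at 904 ± 37.8 FPKM with ethanol and 892 ± 24.4 FPKM with tamoxifen, 0.987 of the ethanol level (0.829 to 1.18; adjusted p = 0.919). Sox2 was at 215 ± 2.21 and 164 ± 10.9 FPKM, 0.764 of the ethanol level (0.665 to 0.876; adjusted p = 0.0301). At 24 h of I-BRD9, Pou5f1 changed by -0.16 on the log2 scale (adjusted p = 0.00327 from limma) and Sox2 by -0.16 (adjusted p = 0.0208), a call that ends without either DMSO replicate or I-BRD9 replicate 1. None of these changes reached 1.5-fold, so that neither gene was a DEG in either experiment. The effects of I-BRD9 and of Arid1a deletion differed by -0.044 on the log2 scale for Pou5f1 (adjusted p = 0.747 from limma) and 0.089 for Sox2 (adjusted p = 0.424). Sox2 with Arid1a deletion no longer passed with no filter on low values or when any 1 of its 4 libraries was left out. After quantile normalization Pou5f1 passed in both experiments and in opposite directions, at 0.853 of the DMSO level for I-BRD9 and 1.26 of the ethanol level for Arid1a deletion.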

Consistent with this, we observed that I-BRD9-treated ESCs have a flatter morphology that resembles primed or epiblast ESCs (EpiESCs)^32,33^, whereas those treated with vehicle maintain the characteristic domed structure of naive ESCs (Fig. 5b). Furthermore, ESCs cultured with either I-BRD9 or BI-9564 for 6 days have reduced colony-forming activity (Fig. 5c) and yield less cells with alkaline phosphatase (AP) activity (Fig. 5d, e), which is consistent with EpiESCs being less clonogenic in culture than their naive counterparts^34^. Together, our functional data indicate that BRD9 has an important role in maintaining the naive pluripotent state.

**Fig. 5:**
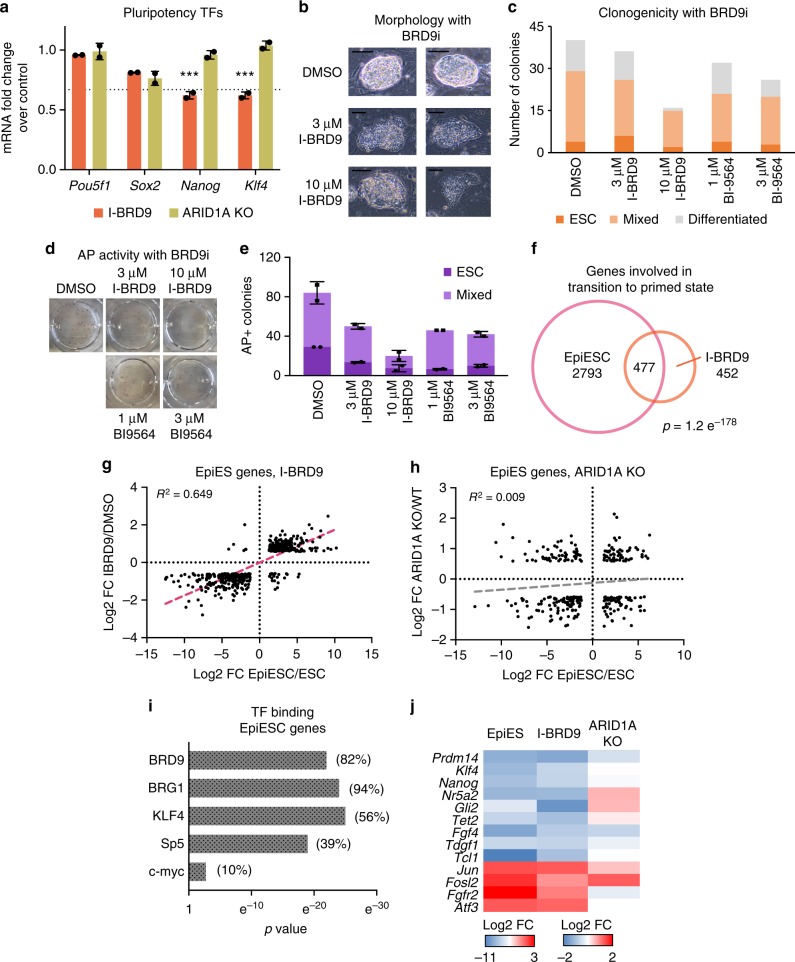
GBAF complexes regulate naive pluripotency. **a** Bar graph of mean mRNA expression FC for the pluripotency TFs upon either I-BRD9 treatment of v6.5 ESCs or tamoxifen treatment of *Arid1a*^f/f^CreERT2 ESCs (ARID1A KO) over DMSO or ethanol, respectively, from two biological replicates. 1.5-FC decrease is denoted with a dotted line. Error bar = standard deviation. Benjamin-Hochberg FDR < 0.05 is denoted with triple asterisks. **b** Brightfield images of ESCs treated with either DMSO or I-BRD9 at 3 or 10 µM for 6 days. Scale bar = 150 µm. **c** Quantification of ESC colonies cultured with the indicated treatment for 6 days. This is representative of two independent experiments. **d** Representative images of wells containing ESCs treated with the indicated vehicle or BRD9i for 6 days then assayed for alkaline phosphatase (AP) activity. **e** Quantification of the colonies in **d**, showing the mean and standard deviation of two biological replicates. Error bars = standard deviation. Source data are provided as Source Data file. **f** Venn diagram overlap of DEGs with I-BRD9 treatment for 48 h and DEGs with FGF/Activin A addition over serum/LIF (EpiESC/ESC). *p* value was calculated using hypergeometric test of overlap, with population size being the total number of genes tested (*N* = 24,538). **g** Scatterplot of the mRNA log2 FCs in I-BRD9/DMSO and EpiESC/ESC for the 477 common DEGs in **f**. Linear regression analysis was performed to calculate the *R*^2^. Best fit is represented as a pink dashed line. **h** As in **g**, but of the mRNA log2 FC of DEGs that are common between *Arid1a*^f/f^CreERT2 ESCs treated with tamoxifen/ethanol and EpiESC/ESC (*n* = 302). Best fit is represented as a gray dashed line. **i** Significance of TF binding on the 477 common DEGs in **f**. *p* values were calculated using hypergeometric test. In parentheses are the percentages of EpiESC genes that are bound by the corresponding TFs. **j** Heat map of mRNA log2 FCs for the indicated genes in EpiESC/ESC, I-BRD9/DMSO, and *Arid1a*^f/f^CreERT2 ESCs tamoxifen/ethanol Source data

To assess this directly, we measured the overlap between I-BRD9 DEGs and a previously published dataset comparing naive mouse ESCs cultured in serum/LIF conditions and EpiESCs generated by culturing in Activin A/FGF4^35^. We found that over half of I-BRD9 DEGs (*n* = 477) were present in this EpiESC-ESC dataset (Fig. 5f). Importantly, there was a significant correlation between genes that were upregulated or downregulated in both Activin A/FGF4 and I-BRD9 conditions (Fig. 5g, *R*^2^ = 0.649, linear regression). In contrast, there was no correlation between the transcriptional changes that occur in the ESC-EpiESC transition and following deletion of *Arid1a* (Fig. 5h, *R*^2^ = 0.009, linear regression). Thus, BRD9, but not ARID1A, specifically protects naive pluripotency as inhibition of BRD9 results in gene expression changes that closely resemble the primed epiblast-like state.

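Naive pluripotency genes were lower with I-BRD9 and went both ways after deletion of Arid1a, while genes of the primed state went both ways with I-BRD9. Of 21 naive pluripotency factors, 19 fell and 2 rose at 48 h of I-BRD9 (19 and 2 adjusted over the list alone), with a median log2 FC of -0.59. Those that fell included Jam2, a junctional adhesion protein (-1.34), and Tbx3 (-0.57), Esrrb (-0.34) and Zfp42 (-0.45), transcription factors of the naive network. The genes that rose, named after their values were seen, were Dppa3 (0.54) and Klf2 (0.16). At 24 h, 18 of the 21 fell and 1 rose (18 and 1 adjusted over the list alone; median -0.43). After Arid1a deletion, 4 of the 21 fell, 3 rose and 14 did not pass (5 fell and 3 rose adjusted over the list alone), with a median of 0.014 and a mean of -0.044. The nuclear receptor Nr0b1 fell (-0.92) and Gbx2, a homeobox factor downstream of LIF, rose (0.87). Between the experiments, the effect on 14 of the 21 genes was lower and on 2 higher with I-BRD9 (14 and 2 adjusted over the list alone; median difference -0.46). After Brd9 knockdown, 4 of the 21 naive factors fell and 17 did not pass (5 fell and 1 rose adjusted over the list alone; camera adjusted p = 0.263), and the effect of 48 h of I-BRD9 was lower than that of knockdown for 17 and higher for 1 (17 and 1 adjusted over the list alone; median difference -0.56, camera adjusted p = 2.60e-08, and adjusted p = 0.137 with an estimated correlation). Inhibitor and knockdown cells also differ in culture, time and feeder RNA. The 4 that fell with knockdown, Klf4, Tcl1, Dppa3 and Dppa5a, lose the call without either shcontrol replicate or shBrd9 replicate 2. Of 16 genes of the primed and formative epiblast, 5 rose, 5 fell and 6 did not pass at 48 h of I-BRD9 (5 and 7 adjusted over the list alone). Pou3f1 (1.21), a neural and epiblast transcription factor, and Cdh2 (1.25), N-cadherin, rose, while Foxd3 (-1.17), Sall2 (-0.95) and Otx2 (-0.59), an epiblast homeobox factor, fell. The primed list had a median of -0.060 and a mean of 0.063. After Arid1a deletion, 6 of 17 fell, 1 rose and 10 did not pass (8 and 3 adjusted over the list alone), with Otx2 at -1.39 and Lef1, a Wnt effector, at -1.51. In camera from limma, the naive list had an adjusted p = 3.27e-07 at 48 h and 4.46e-06 at 24 h of I-BRD9, 0.569 after Arid1a deletion and 5.83e-05 for the difference. It had an adjusted p = 0.436 with an estimated correlation at 48 h, 0.371 at 24 h and 0.175 for the difference. The primed list did not pass camera at 48 h (adjusted p = 0.889), after Arid1a deletion (0.0887) or for the difference. Across the genes that were DEGs at 48 h of I-BRD9, the log2 FCs with I-BRD9 and with Arid1a deletion had r = 0.039 (n = 1341 genes), with values of both signs, from -0.033 (without I-BRD9 48 h replicate 1) to 0.048, when a library was left out. Among the naive factors, Nanog, Klf4, Prdm14, Nr5a2, Tet2, Fgf4 and Tcl1 are also named by the study from these libraries. The paper draws its conclusion from a comparison with epiblast-like ESCs (Fig. 5f-h), whose data are not analysed here.

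**Figure D1:**
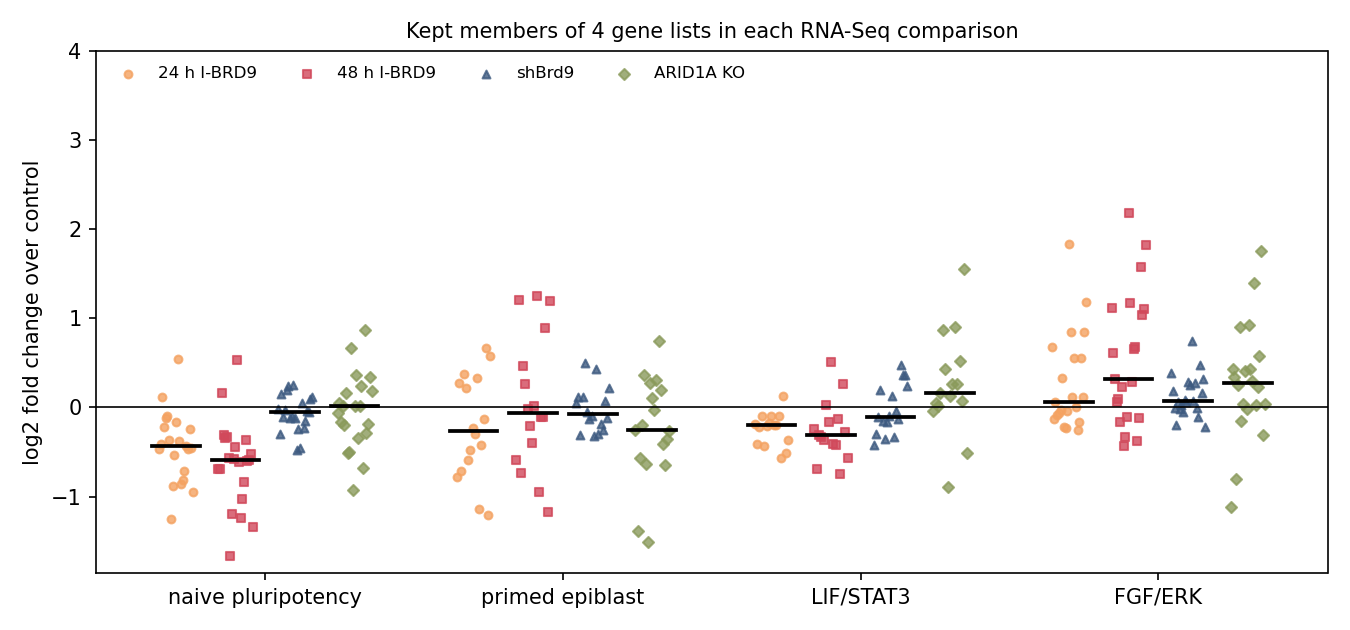
Log2 fold change over control (y axis) of each kept member of 4 gene lists (x axis), with 1 point per gene, a colour and marker for each RNA-Seq comparison and a black bar at the median. For the naive pluripotency list the bars lie at -0.43 (24 h I-BRD9), -0.59 (48 h I-BRD9), -0.053 (shBrd9) and 0.014 (ARID1A KO).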

To determine if GBAF complexes regulate the naive pluripotency program through facilitating Sp5 and KLF4, we profiled the occupancy of these factors at genes regulated during the ESC-EpiESC transition. Consistent with the role of KLF4 and Sp5 in maintaining naive pluripotency, we found that ESC-EpiESC genes are significantly occupied by these factors, but not c-Myc (p = 0.057, hypergeometric test), in ESCs (Fig. 5i). In addition, BRD9 and BRG1 binding are highly significant at these genes, with 82% of ESC-EpiESC genes being co-bound by both. Moreover, BRD9 and BRG1 are frequently co-bound with KLF4 (88% of KLF4 targets^36^) and Sp5 (88% of Sp5 targets^37^), consistent with the enrichment of KLF4 and Sp5 motifs at GBAF complex binding sites. KLF4/Sp5-bound gene targets include key regulators of naive pluripotency, such as *Nanog*, *Nr5a2*, *Prdm14*, *Gli2, Tet2*, *Tdgf1*, *Fgf4*, and *Tcl1*. As expected, these genes are significantly reduced in the ESC-EpiESC transition (Fig. 5j). Moreover, these genes are also significantly downregulated by I-BRD9 treatment, indicating that GBAF complexes are required for expression of KLF4/Sp5-bound targets (Fig. 5j). 

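Gli2 and Prdm14 had the largest falls of these regulators at 48 h of I-BRD9. Gli2 (on chromosome 1 of mm10 from 118834061 to 119053619) went from 8.44 ± 0.516 to 2.40 ± 0.216 FPKM (mean ± SD, n = 2 libraries each; log2 FC -1.77, SE 0.096, adjusted p = 1.39e-04 from limma) and Prdm14 from 6.09 ± 0.445 to 1.85 ± 0.132 FPKM (-1.66, SE 0.10, adjusted p = 1.95e-04). Tcl1, a coactivator of AKT, went from 11.8 ± 1.76 to 4.91 ± 0.508 FPKM (-1.24, SE 0.12, adjusted p = 7.92e-04) and the nuclear receptor Nr5a2 from 13.2 ± 0.270 to 5.72 ± 0.602 FPKM (-1.20, SE 0.082, adjusted p = 2.80e-04). Tet2, which oxidizes methylcytosine, went from 14.4 ± 0.126 to 7.02 ± 0.0396 FPKM (log2 FC -1.03), the growth factor Fgf4 from 79.8 ± 1.21 to 44.5 ± 2.40 FPKM (-0.84) and Tdgf1, a co-receptor of Nodal, from 276 ± 10.4 to 170.2 ± 2.88 FPKM (-0.70). With Klf4 and Nanog, all 9 genes of this list fell and were DEGs at 48 h, and all 9 fell at 24 h, with medians of -1.03 and -0.81 (9 of 9 at each time adjusted over the list alone). The study named these genes from the same libraries, so that the count is not independent evidence of their direction. In camera the list had an adjusted p = 4.35e-06 at 48 h, and an adjusted p = 0.436 with an estimated correlation. After Brd9 knockdown, Tcl1 (-0.45), Klf4 and Tdgf1 (-0.25) fell and the other 6 genes did not pass (5 fell adjusted over the list alone), with -0.12 for Prdm14 and -0.21 for Gli2. These calls end without either shcontrol replicate or shBrd9 replicate 2. The list passed camera after knockdown (median -0.21, adjusted p = 0.00918, and adjusted p = 0.567 with an estimated correlation). Sp5 itself was below 0.5 FPKM in the I-BRD9 comparisons and was not tested.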

Several KLF4-bound genes in the pro-differentiation FGF/MEK/ERK pathway were also upregulated in both datasets, including *Jun*, *Fosl2*, and *Atf3*, further highlighting the role of BRD9 in collaborating with KLF4 to both maintain the ESC naive state and inhibit ESC priming. These data demonstrate that BRD9 is required for the proper transcription of KLF4/Sp5-dependent targets, consistent with significant overlap of GBAF complex binding with KLF4 and Sp5 in ESCs. In contrast, conditional deletion of *Arid1a* had variable, and often minimal, effect on the expression of these genes. Thus, GBAF complexes have a functionally specific role in preserving the naive pluripotency of ESCs and preventing transition to the primed state, a function that is not controlled by canonical esBAF complexes.

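Atf3 and Jun, transcription factors of the AP-1 and ATF families, had the largest rises of these genes. Atf3 went from 1.06 ± 0.252 FPKM with DMSO to 3.99 ± 0.734 FPKM with I-BRD9 at 48 h (mean ± SD, n = 2 libraries each; log2 FC 1.82, SE 0.20, adjusted p = 0.00120 from limma) and Jun from 1.58 ± 0.160 to 4.89 ± 0.308 FPKM (1.57, SE 0.12, adjusted p = 3.51e-04). The FGF receptor gene Fgfr2 went from 1.66 ± 0.206 to 3.68 ± 0.288 FPKM (1.11, SE 0.13, adjusted p = 0.00153). Fosl2, another AP-1 subunit, was low, with 0.774 ± 0.0764 and 1.70 ± 0.274 FPKM (1.03, SE 0.19, adjusted p = 0.00697). All 4 of these genes rose at 48 h and 3 rose at 24 h (4 and 3 adjusted over the list alone), when Fosl2 had 0.12 (adjusted p = 0.654 from limma). Jun had 0.55 at 24 h, a call that ends with no filter on low values and without replicate 2 of either DMSO or I-BRD9. The study named the 4 genes from the same libraries, so that the counts are not independent evidence of their direction. Their list had a camera adjusted p = 0.00560 at 48 h and 0.00582 at 24 h, and an adjusted p = 0.436 and 0.371 with an estimated correlation. After Brd9 knockdown Jun rose, a call that ends without either shcontrol replicate or shBrd9 replicate 2, and Atf3 (-0.22), Fgfr2 (0.32) and Fosl2 (0.16) did not pass.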

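After deletion of Arid1a, Nr5a2 and Gli2 rose, Fgf4 and Prdm14 fell, and the other 5 of the 9 naive regulators did not pass the test (2 rose and 2 fell adjusted over the list alone). Nr5a2 went from 10.3 ± 0.278 FPKM with ethanol to 16.4 ± 0.491 FPKM with tamoxifen (mean ± SD, n = 2 libraries each; log2 FC 0.67, SE 0.080, adjusted p = 0.00465 from limma) and Gli2 from 7.94 ± 0.612 to 12.3 ± 0.974 FPKM (0.63, SE 0.10, adjusted p = 0.0138). Fgf4 went from 75.8 ± 4.90 to 47.3 ± 1.91 FPKM (-0.68, SE 0.079, adjusted p = 0.00438) and Prdm14 from 18.5 ± 0.545 to 13.1 ± 0.494 FPKM (-0.50, SE 0.079, adjusted p = 0.0124). Tet2 had 0.24, Tdgf1 -0.21 and Tcl1 0.020. Of the FGF/MEK/ERK genes, Fosl2 rose from 0.384 ± 0.0834 to 1.53 ± 0.0318 FPKM (1.76, SE 0.25, adjusted p = 0.00916) and Jun by 0.58, while Atf3 (0.039) and Fgfr2 (-0.31) did not pass (2 rose adjusted over the list alone). The effect of 48 h of I-BRD9 minus that of Arid1a deletion was -2.40 on the log2 scale for Gli2 (SE 0.14, adjusted p = 5.88e-05 from limma), -1.87 for Nr5a2 and -1.26 for Tcl1. It was 1.78 for Atf3 (adjusted p = 0.00352 from limma) and 1.00 for Jun. The difference passed for 8 of the 9 naive regulators and 3 of the 4 FGF/MEK/ERK genes (8 and 4 adjusted over the list alone, 3 of the 4 with a positive difference). It did not pass over all genes for Fgf4 (-0.16, adjusted p = 0.214) or Fosl2 (-0.73, adjusted p = 0.102), and over the list alone Fosl2 passed with this negative difference. The study named these genes from the same libraries, so the counts are not independent evidence. With Arid1a deletion, the call of Gli2 ends without replicate 2 of either ethanol or tamoxifen, that of Prdm14 without ethanol replicate 2 or tamoxifen replicate 1, and that of Fosl2 without either tamoxifen replicate. The call of Jun ends without any of these 3 libraries.

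**Figure D2:**
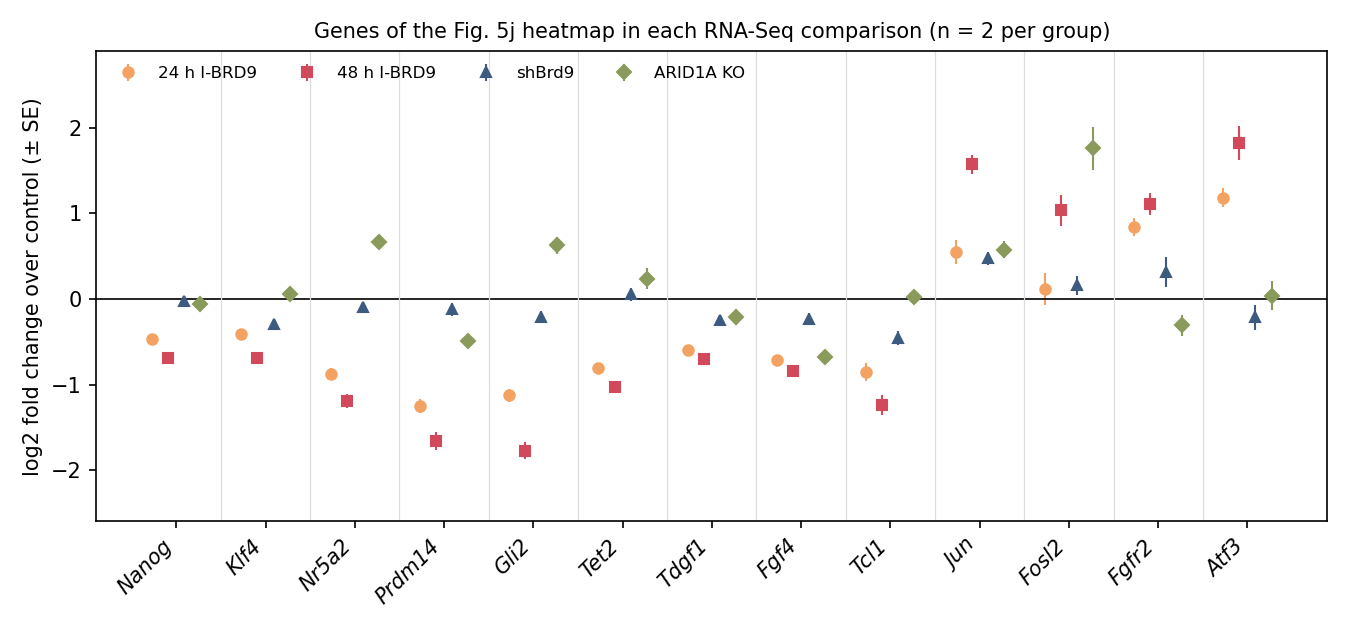
Log2 fold change over control (y axis; points are limma estimates and bars ± SE, n = 2 libraries per group) of the 13 genes (x axis) in each of 4 RNA-Seq comparisons, marked by colour and shape. Gli2 lies at -1.77 with 48 h of I-BRD9 and at 0.63 after Arid1a deletion, and Fosl2 at 1.03 and 1.76.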

### The BD localizes BRD9 to its genomic targets

The BD is a well-studied reader domain that recognizes acetylated lysines on histones and non-histone proteins. BRD9’s BD has been shown to bind acetylated histone peptides in vitro, with no clear preference, but its physiological target remains elusive^20^. Therefore, it is unclear whether the BD serves as a targeting module for BRD9. To address this, we performed a cellular fractionation assay from ESCs treated with I-BRD9 for 24 h to inhibit any BD-acetylated lysine interaction. We observed a global reduction of BRD9 from the chromatin fraction that was dependent on I-BRD9 concentration (Fig. 6a, b). IP experiments against BRD9 with or without I-BRD9 show that GBAF remains intact (Supplementary Figures 3a, 3b). We next performed ChIP-Seq against BRD9 24 h after treating ESCs with I-BRD9. Consistent with the fractionation assay results, BRD9 binding was markedly diminished upon inhibitor treatment (Fig. 6c). In fact, at over 12,000 sites, BRD9 occupancy was significantly reduced by at least 1.5-fold (Fig. 6d, Poisson *p* value < 0.0001), while <200 sites exhibited increased occupancy. The displacement from chromatin is rapid, as we observed loss of BRD9 after 6 h of I-BRD9 treatment at 2226 sites, 61% of which remained down at 24 h (Fig. 6e). Furthermore, the average BRD9 read density at all of its targets progressively decreased over time with I-BRD9 treatment (Fig. 6f, g), in support of the BD functioning as a targeting module for BRD9.

**Fig. 6:**
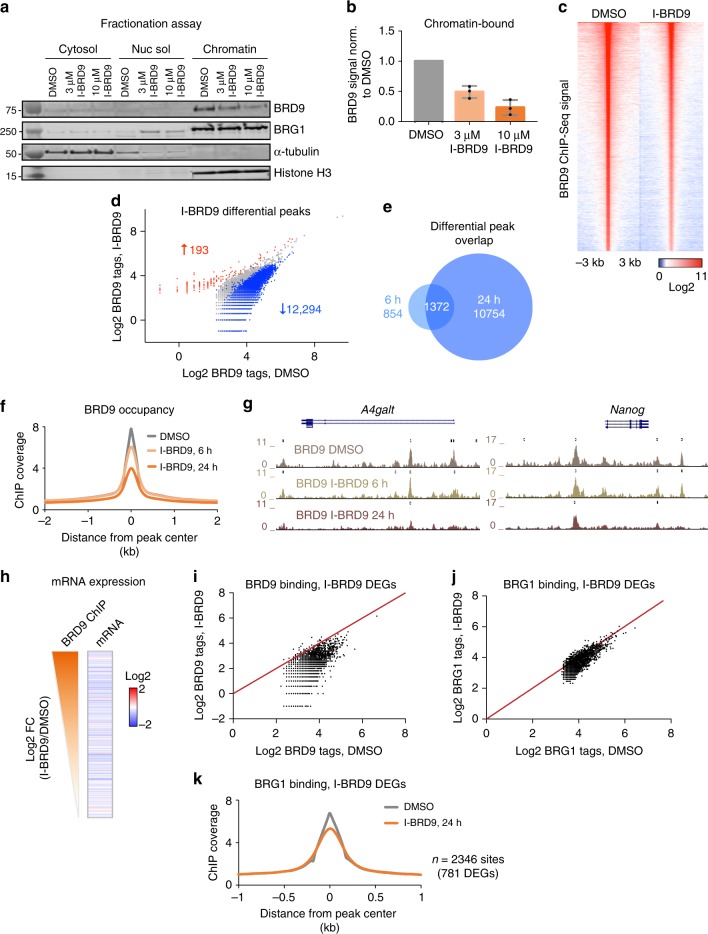
The bromodomain mediates BRD9 targeting to chromatin. **a** Representative immunoblotting analysis of a cellular fractionation assay in mouse ESC lysates after treatment with either DMSO or I-BRD9 at 3 or 10 µM for 24 h. Molecular weights from ladder are indicated. **b** Quantification of BRD9 chromatin fraction signal normalized to the loading control, Histone H3. Average of three independent experiments; error bars represent one standard deviation from the mean. Source data are provided as Source Data file. **c** Heat map of BRD9 ChIP signal ± 3 kb surrounding the BRD9 peak center in DMSO- or I-BRD9-treated ESCs, ranked according to BRD9 read density in DMSO. **d** Scatterplot of log2-transformed BRD9 ChIP tags in DMSO- and I-BRD9-treated ESCs. Blue and red correspond to 1.5-fold decrease or increase of BRD9 tag count in I-BRD9-treated ESCs, respectively (Poisson *p* value < 0.0001). **e** Venn diagram overlap of differentially decreased BRD9 ChIP sites after 6 and 24 h of I-BRD9 addition. **f** Histogram of BRD9 ChIP reads ± 2 kb surrounding the BRD9 peak center in DMSO and after 6 or 24 h of I-BRD9 treatment. **g** Representative genome browser tracks showing the progressive decrease in BRD9 ChIP reads with I-BRD9 treatment at 6 and 24-h time points. **h** Heat map of log2 FC in mRNA expression for genes annotated to BRD9 ChIP binding sites. Sites are ranked by degree of BRD9 ChIP signal loss after 24 h of I-BRD9 treatment, as indicated by an orange gradient. **i** Scatterplot of log2-transformed BRD9 ChIP tags in DMSO- and I-BRD9-treated ESCs at sites that are annotated to the genes that are significantly changed upon I-BRD9 treatment. Red line indicates *y* = *x* and corresponds to no change. **j** As in **i**, but for BRG1 ChIP tags in DMSO- and I-BRD9-treated ESCs. **k** Histogram of BRG1 ChIP reads ± 1 kb surrounding the BRG1 peak center in DMSO and after 24 h of I-BRD9 treatment, at sites annotated to I-BRD9 DEGs. Numbers of ChIP sites and of genes annotated to these sites are indicated

We next assessed the effect of BRD9 displacement from chromatin on gene expression. We found that gene expression is affected at genes that exhibit loss in BRD9 occupancy upon I-BRD9 treatment (Fig. 6h). Conversely, BRD9 ChIP read density is decreased with I-BRD9 treatment at essentially all sites annotated to genes that are significantly regulated by I-BRD9 (Fig. 6i). We also performed ChIP-Seq against BRG1 in ESCs after 24 h of I-BRD9 treatment to determine whether BRG1 binding is affected. While there was no global loss of BRG1 from chromatin with I-BRD9 by western blot (Fig. 6a and Supplementary Figure 3c), BRG1 binding at sites annotated to the I-BRD9 DEGs trended downward (Fig. 6j, k). Based on the fact that only 17% of total BRG1 is contained in GBAF complexes (Fig. 2b), we cannot rule out esBAF and PBAF binding at these sites or other compensatory mechanisms. Altogether, our data demonstrate that the BD is essential for targeting BRD9, and is required for BRD9’s role in gene expression.

### BRD4 recruits GBAF to target genes in a BD-dependent manner

BRD4 has also been shown to play a crucial role in maintaining ESC pluripotency by regulating the expression of several genes, including *Nanog*, *Lefty1*, and *Rex1*^38,39^. Indeed, we observed good correlation between genes from EpiESC-ESC dataset and DEGs from a published study comparing ESCs treated with either vehicle or JQ1, a small molecule that potently inhibits BRD4-BD binding to acetylated residues (common genes *n* = 1666) (Supplementary Figure 4a, *R*^2^ = 0.341, linear regression)^39,40^. Similarly, gene expression following JQ1 treatment was highly correlated with I-BRD9 treatment at common DEGs (*n* = 664) (Fig. 7a, *R*^2^ = 0.646, linear regression). This is not due to I-BRD9 nonspecifically targeting BRD4 and displacing it from chromatin because we observed no loss of BRD4 from the chromatin fraction with I-BRD9 using a cellular fractionation assay in ESCs (Supplementary Figures 4b, 4c). Likewise, JQ1 has no activity toward BRD9 in vitro^40^. These data suggest that BRD4 and the GBAF complex cooperate in regulating the naive pluripotency program.

**Fig. 7:**
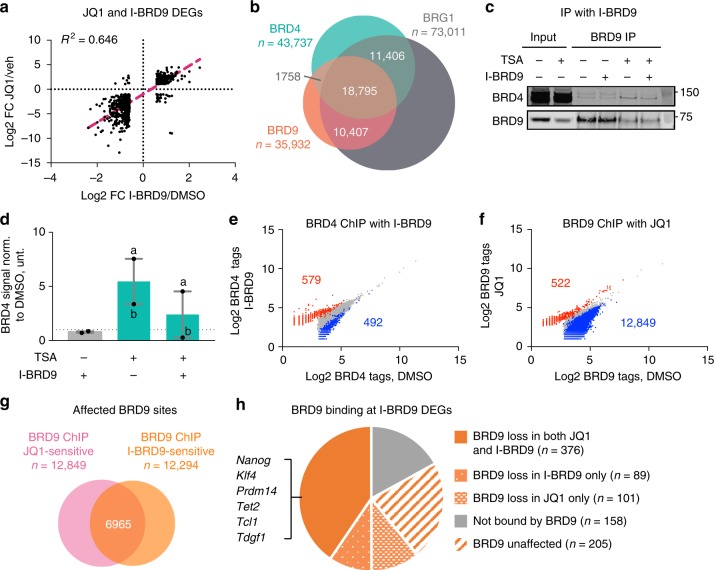
BRD4 recruits GBAF to target gene sites in a BD-dependent manner. **a** Scatterplot of the mRNA log2 FCs in I-BRD9/DMSO and JQ1/vehicle for 664 common DEGs. Linear regression analysis was performed to calculate the *R*^2^, with the best fit shown as a pink dashed line. **b** Venn diagram of overlaps between BRG1, BRD9, and BRD4 ChIP binding sites in ESCs, with *n* representing the number of observed peaks. **c** ESCs were treated with either DMSO or 200 nM of HDAC inhibitor trichostatin A (TSA) for 6 h prior to nuclear lysate collection then IP experiments were performed against BRD9 with or without I-BRD9. Molecular weights from ladder are indicated. **d** Quantification of BRD4 signal normalized to BRD9 bait signal then normalized to untreated from two biological experiments labeled a and b. Source data are provided as Source Data file. **e** Scatterplot of log2-transformed BRD4 ChIP tags in DMSO- and I-BRD9-treated ESCs. Blue and red correspond to 1.5-fold decrease or increase of BRD4 tag count in I-BRD9-treated ESCs, respectively (Poisson *p* value < 0.0001). **f** As in **e**, but for BRD9 ChIP tags in DMSO- and JQ1-treated ESCs. **g** Venn diagram of the overlap between JQ1-sensitive and I-BRD9-sensitive BRD9 ChIP sites. **h** Pie chart showing the number of I-BRD9 DEGs that are BRD9-bound in DMSO and those that significantly lose BRD9 binding upon treatment with I-BRD9, JQ1, or both (FC 1.5, Poisson *p* value < 0.0001)

This led us to ask whether BRD4 collaborates with the GBAF complex based on a physical interaction. We found that BRD4 and BRD9 engage in a transient interaction, as it is diminished in progressively harsher wash conditions (Supplementary Figure 4d). This explains why we did not observe peptides corresponding to BRD4 in our IP-mass spectrometry data, which was done under high stringency conditions. Additionally, only a small fraction of BRD4 co-sediments with GBAF complexes in the glycerol gradient sedimentation assay, confirming that it is not a bone fide GBAF subunit (Fig. 2b). We next investigated if BRD4 and GBAF co-localize on chromatin in ESCs. To this end, we performed ChIP-Seq against BRD4 in ESCs and observed 43,737 sites bound by BRD4 (Fig. 7b). Comparison with BRD9- and BRG1-binding sites revealed that 69% of BRD4-bound sites are co-bound by BRG1 while 47% are co-bound by BRD9, with 43% being bound by all three. On the other hand, we found that 25% of BRD4-bound sites are also bound by ARID1A (Supplementary Figure 4e). Altogether, our data suggest that an interaction between BRD4 and the GBAF complex accounts for their overlapping roles in regulating the naive pluripotency transcriptional network.

We next asked if the interaction between BRD4 and the GBAF complex is BD-dependent. We found that the interaction between BRD9 and BRD4 was enhanced by treating ESCs with the histone deacetylase I and II inhibitor trichostatin A (TSA) 6 h prior to nuclear lysate collection, which preserves acetylation on histones and non-histone proteins (Fig. 7c, d). Addition of I-BRD9 reduced this interaction, indicating that the BRD9-BD potentially recognizes an acetylated form of BRD4. In light of this, we considered three possible modes of chromatin targeting—independent recruitment of BRD9 and BRD4 or targeting that is either BRD4-dependent or BRD9-dependent. To distinguish between them, we performed ChIP-Seq in ESCs against BRD4 with or without I-BRD9 and against BRD9 with or without JQ1. Consistent with our fractionation assay, I-BRD9 treatment had minimal effects on BRD4 chromatin targeting with only 492 sites being significantly decreased by 1.5-FC (Fig. 7e, Poisson *p* value < 0.0001). This ruled out a BRD9-BD-dependent targeting of BRD4. On the other hand, JQ1 treatment resulted in 12,849 sites significantly losing BRD9 (Fig. 7f, Possion *p* value < 0.0001), indicating that BRD4-BD is required for BRD9 localization on genomic targets. We compared the JQ1- and I-BRD9-sensitive BRD9 sites and found that there is substantial overlap between them, with 6965 common sites (Fig. 7g). In addition, when we compared the genes annotated to these common sites and the I-BRD9 DEGs, we found that essentially all of the genes associated with the naive pluripotency program lose BRD9 from chromatin in both JQ1 and I-BRD9 treatments (Fig. 7h). Altogether, these data point to a BRD4-BD-mediated recruitment of GBAF complexes to target sites that include key genes in the naive pluripotency network.

### BRD9 function is dispensable in 2i conditions

Finally, it was recently shown that BRD4 is dispensable in the in vitro naive or ground pluripotent state, which is achieved by treating ESCs with glycogen synthase kinase 3β and MAP kinase kinase (MEK) inhibitors, commonly known as 2i^39^. We tested if this is also the case for BRD9 function and indeed, treatment of ESCs maintained in 2i conditions with I-BRD9 did not result in the dose-dependent decrease in cell growth that we observed in serum/LIF conditions (Fig. 8a). Consistent with this, I-BRD9-dependent reduction of *Nanog* and *Klf4* expression was blunted when ESCs were cultured in 2i conditions (Fig. 8b), similar to 2i-mediated rescue of pluripotency gene expression in JQ1-treated ESCs, as was previously shown^39^. Moreover, whereas NANOG protein expression was reduced by I-BRD9 in serum/LIF-cultured ESCs, it remained relatively high with the same treatment in 2i (Fig. 8c, d). Of note, BRD9 protein levels were decreased in both serum/LIF and 2i with either I-BRD9 and JQ1 treatment, likely due to it being targeted for degradation after being displaced from chromatin. Thus, BRD9 also appears to be non-essential in the ground state, in line with GBAF complexes and BRD4 functioning together in the same regulatory network.

**Fig. 8:**
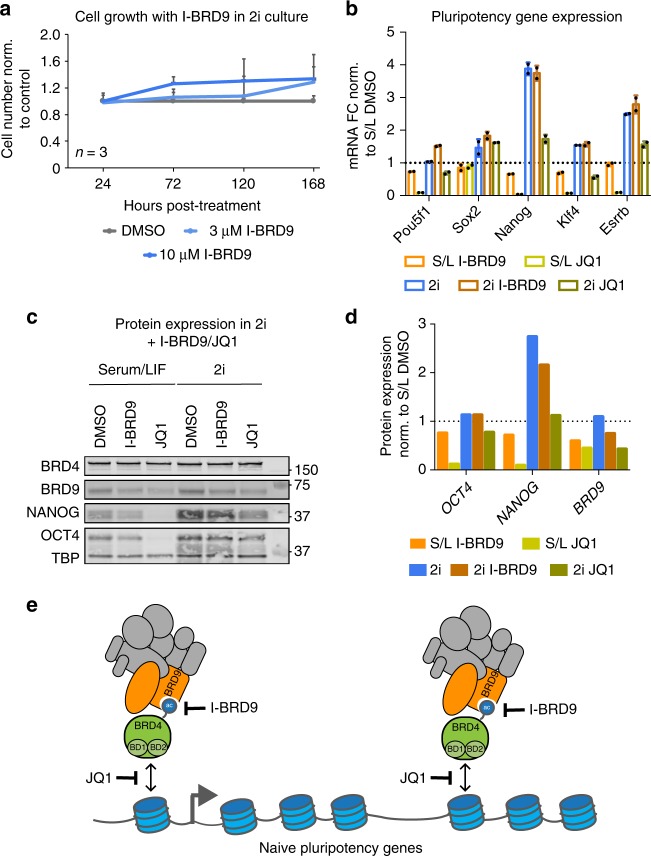
BRD9 is dispensable for regulating the naive pluripotency network in 2i. **a** Time course experiment assessing mouse ES cell number cultured in 2i conditions (MEK inhibitor PD0325901 and GSK3 inhibitor CHIR99021), after treatment with DMSO or I-BRD9 at either 3 or 10 µM. Error bars represent one standard deviation from the mean of three biological replicates. **b** Bar graph showing the fold change in pluripotency gene expression after 72 h of treatment with I-BRD9 or JQ1 of ESCs cultured in serum/LIF (S/L) or 2i. Mean of two technical replicates; error bars represent one standard deviation from the mean. Source data are provided as a Source Data file. **c** Immunoblotting analysis of ESC nuclear lysates after 72 h of treatment with I-BRD9 or JQ1 of ESCs cultured in S/L or 2i. Molecular weights from ladders are indicated. Source data are provided as a Source Data file. **d** Quantification of the indicated proteins in **c**, normalized to TATA-binding protein (TBP) loading control then normalized to values in S/L DMSO. Dotted line is *y* = 1, which represents S/L DMSO. **e** Model of BRD4-mediated recruitment of BRD9/GBAF to sites annotated to naive pluripotency genes

## Discussion

The mammalian BAF complex is highly polymorphic, assembling its subunits in a combinatorial manner that is cell type- or developmental stage-specific. Here we report that BRD9 associates with the non-canonical GBAF complex in ESCs that is distinct from esBAF and PBAF complexes. GBAF complexes are distinguished by the lack of BAF47, ARID1A, and BAF57, and the unique incorporation of GLTSCR1L or GLTSCR1. The lack of BAF47 is particularly notable due to its abilities to promote BRG1 binding to nucleosomal DNA and to stimulate BRG1’s ATPase and chromatin remodeling activities^41,42^. BAF47’s absence suggests that BRD9 or another GBAF subunit can substitute for this function or that BRG1’s enzymatic activity may be different in the context of GBAF. The function of GLTSCR1L or GLTSCR1 in GBAF complexes is not clear. Like other BAF subunits that have several paralogs, GLTSCR1 and GLTSCR1L are incorporated into mutually exclusive GBAF complexes^22^. In mouse ESCs, both paralogs are expressed, which likely explains why genetic deletion of GLTSCR1 in ESCs had no adverse effects on pluripotency^22^. Upon retinoic acid-induced differentiation^43^, *Gltscr1* is upregulated 3.6-fold while *Gltscr1l* is downregulated 3.7-fold, indicating a potential exchange between these mutually exclusive paralogs whereby GLTSCR1 becomes more dominant than GLTSCR1L in GBAF function during specific stages of development.

Our studies further establish that in addition to being biochemically distinct, GBAF and esBAF complexes are differentially targeted on the ESC genome. One remarkable difference is GBAF’s localization at TAD boundaries and its strong enrichment at CTCF sites, which was also recently reported in cancer cell lines^24^. This indicates that GBAF could be playing a role in chromatin organization, which warrants future studies. The differential targeting on the genome also lends insight into how distinct BAF complexes are functionally integrated into the ESC pluripotency network. esBAF binding is enriched at sites bound by the general pluripotency regulators OCT4, SOX2, and NANOG, consistent with previous work demonstrating that BRG1 facilitates the binding of these factors to their target sites^12^. GBAF complexes, in contrast, support naive pluripotency by collaborating with KLF4 and Sp5. Specifically, genes downstream of the LIF/STAT3 pathway, including *Klf4* and its target *Nanog*, are downregulated in I-BRD9-treated cells, while genes involved in the pro-differentiation FGF/ERK pathway are upregulated. 

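Of 15 receptor and target genes of the LIF/STAT3 pathway, listed from textbook knowledge, 11 fell, 2 rose and 2 did not pass at 48 h of I-BRD9 (12 fell and 2 rose adjusted over the list alone). The LIF receptor Lifr fell from 9.68 ± 0.00707 to 5.76 ± 0.388 FPKM (mean ± SD, n = 2 libraries each; log2 FC -0.74, SE 0.070, adjusted p = 7.49e-04 from limma), Stat3 had -0.41, Bcl3 -0.42 and Socs3, the feedback inhibitor of the pathway, -0.24. The genes that rose were Junb (0.51) and Zfp36 (0.26, named after its value was seen), both immediate early genes. At 24 h, 11 of the 15 fell (11 adjusted over the list alone). Of 21 feedback and target genes of FGF/ERK signalling, 12 rose, 5 fell and 4 did not pass at 48 h (13 and 6 adjusted over the list alone). Fos, an AP-1 subunit, rose by 1.17, and the ERK phosphatases Dusp4 and Dusp6 by 1.12 and 0.32, while the pathway inhibitors Spred2 (-0.43), Il17rd (-0.37) and Spry4 (-0.16) and the ERK-induced factor Etv4 (-0.34) fell. At 24 h, 8 of these genes rose and 4 fell (8 and 4 adjusted over the list alone). In camera the LIF/STAT3 list had an adjusted p = 0.00560 at 48 h (median log2 FC -0.31) and 5.77e-04 at 24 h, and an adjusted p = 0.462 and 0.371 with an estimated correlation. The FGF/ERK list had 0.0127 at 48 h (median 0.32) and 0.106 at 24 h, and an adjusted p = 0.462 with an estimated correlation at 48 h and this call ends with a mean of at least 2 FPKM. After Arid1a deletion 5 LIF/STAT3 genes rose and 2 fell (7 and 2 adjusted over the list alone), with Myc at 1.55, and 7 of 20 FGF/ERK genes rose and 2 fell (10 and 2 adjusted over the list alone), with Spry4 at 0.91. Neither list passed camera after the deletion (adjusted p = 0.158 and 0.107). The effects of I-BRD9 and Arid1a deletion differed for the LIF/STAT3 list (median difference -0.40, camera adjusted p = 0.00551, and adjusted p = 0.228 with an estimated correlation). For the FGF/ERK list a difference was not shown (camera adjusted p = 0.502), and its median of -0.020 and mean of 0.25 have opposite signs. The 4 FGF/MEK/ERK genes and Klf4 that the study named are members of these lists.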

Previous reports have shown that BRG1 regulates the LIF/STAT3 pathway by maintaining accessibility at STAT3-binding sites^44^. While there is significant overlap between BRG1- and BRD9-dependent targets, our data specifically implicate KLF4 targets, suggesting that GBAF complexes play a functionally specific role in this pathway. Our studies thus distinguish functionally specific roles for BAF complex assemblies in maintaining ESC transcriptional programs.

Finally, we show that the BD of BRD9 is essential for targeting BRD9 to chromatin and affecting gene expression. In particular, at naive pluripotency gene targets, the BRD9-BD recognizes an acetylated form of BRD4, recruiting GBAF complexes to chromatin (Fig. 8e). BRD4 and BRD9 have been reported to co-localize at the *Myc* super enhancer in the mouse cell line model for acute myeloid leukemia, suggesting that recognition of acetylated BRD4 may be a common mechanism of GBAF complex recruitment^45^. Future studies are required to determine in which cell types the interaction occurs, which BRD4 acetylated residue is recognized by the BRD9-BD and what regulates this modification. Given the low-affinity interaction of a single BD with an acetylated lysine, it is likely that the interactions with other GBAF members, including a previously reported interaction between BRD4 and GLTSCR1^22,46^, may stabilize the association between GBAF complexes and BRD4. Indeed, treatment with I-BRD9 does not completely inhibit the interaction between BRD4 and BRD9 (Fig. 7c, d). It is also important to note that other mechanisms likely contribute to GBAF recruitment, for example BRD9-BD-dependent recognition of modifications on histone proteins or TFs. Indeed, a recent study from Evans and colleagues demonstrated that BRD9 is recruited via a BD-dependent interaction with lysine 91 on the Vitamin D receptor in islet cells^47^. Together, these studies demonstrate that reader domains in BAF complexes can serve as targeting modules for BAF complex recruitment. While BAF complexes contain many such domains, none of these domains has been shown to affect BAF complex targeting, which is primarily mediated through TFs^48–50^. It is assumed that the multivalent binding from multiple domains ensures appropriate targeting and buffers BAF complexes against the effects of single domain inhibition. It is thus significant that BRD9-BD inhibition leads a rapid loss of BRD9 from chromatin, demonstrating that BAF complexes can be recruited or stabilized by interactions with chromatin.

In summary, our studies provide compelling evidence that BRD9 functions within the naive pluripotency regulatory network by associating with a non-canonical GBAF complex, which is recruited to target sites via BD-dependent recognition of BRD4. This further expands the function of BAF complexes in stem cell biology and contributes to our understanding of how biochemical diversity in BAF complex assembly provides increased regulatory control in transcriptional programs.

## Methods

### Cell culture

v6.5 mouse ESCs (Salk Institute Transgenic Core) and were *Arid1a*^f/f^;ActinCreERT2 ESCs^51,52^ were cultured in Knockout™ Dulbecco’s modified Eagle’s medium (Thermo Fisher Sci #10829018) supplemented with 15% ES-qualified serum (Applied Stem Cell Inc. #ASM-5007) and Knockout™ Serum Replacement (Thermo Fisher Sci #10828028), 2 mM l-glutamine (Gibco #35050061), 10 mM HEPES (Gibco #15630080), 1 mM sodium pyruvate (Gibco #11360070), 100 U mL^−1^ penicillin/streptomycin (Gibco #15140122), 0.1 mM non-essential amino acids (Gibco #11140050), 0.1 mM beta-mercaptoethanol (Gibco #21985023), and LIF. ESCs were maintained on gamma-irradiated mouse embryonic fibroblast (MEF) feeders for passage or gelatin-coated dishes for assays at 37 °C, 5% CO_2_ with daily media changes and passaged every other day. For ESCs cultured in 2i, media as described above were supplemented with 3 µM CHIR99021 (LC Laboratories C556) and 1 µM PD0325901 (BioTang 391210–10–9) and cells were grown on gelatin-coated dishes. *Arid1a*^f/f^;ActinCreERT2 ESCs were treated with either vehicle or 1 µM 4-hydroxytamoxifen (Sigma, dissolved in ethanol) for up to 24 h to induce *Arid1a* deletion.

HCT116 colorectal cancer cells were purchased from Horizon Discovery (American Type Culture Collection: CCL-247) and cultured in RPMI (Life Technologies #11875–085) supplemented with 10% fetal bovine serum (Omega Sci FB-11 Lot #419414) and 100 U mL^−1^ penicillin/streptomycin (Gibco #15140122).

Stocks of the following small-molecule inhibitors were made in dimethyl sulfoxide (DMSO): I-BRD9 (Cayman Chemicals #17749), BI-9564 (Cayman Chemicals #17897), TP472 (Tocris #6000), (+/−) -JQ1 (Sigma #SML0974), PFI-3 (Sigma #SML0939), and TSA (Sigma T8552). For phenotypic assays, ESCs were treated with increasing concentrations of inhibitors. For IP experiments, ESCs were treated with either vehicle or 200 nM TSA for 6 h prior to nuclear lysate collection.

### List of shRNAs

*Brd9* #1: TTTATTTCTTCTTTCATCTTTG (Addgene #75130). The hairpin was restriction enzyme digested from the retroviral vector with *Mlu*I and *Xho*I and ligated into pGipZ lentiviral vector (NEB Quick Ligation Kit). Non-targeting hairpin in pGipZ was used as a control. *Brd9* #2: ATCAGGCTCAGGTGCGTTC (Dharmacon V3SM11241–231713739) and *Brd9* #3: TTGAGTGATCACCACCTGT (Dharmacon V3SM11241–233485164) were used as provided. Non-targeting hairpin (Dharmacon VSC11709) was used as a control.

### Lentivirus preparation and ESC infection

HEK293T cells were transfected with the lentiviral constructs and packaging plasmids Md2G and psPAX2 using polyethylenimine-mediated transfection. Forty-eight hours post transfection, the media containing the virus was collected, filtered, and centrifuged at 70,952 × *g* for 2 h at 4 °C. The viral pellet was resuspended in 1× phospho-buffered saline (PBS) and stored at −80 °C until use. v6.5 mouse ESCs were infected in suspension with the concentrated virus for 1–2 h with 5 µg mL^−1^ of polybrene then plated onto MEF feeders for incubation with the virus overnight. Media was changed the next day. Twenty-four hours later, shRNA-expressing cells were selected with 1 µg mL^−1^ of puromycin on puromycin-resistant MEFs for 48 h.

### Cell growth assay

For hairpin-transduced v6.5 mouse ESCs, 100K cells per well were plated on a gelatin-coated 12-well plate 2 days after puromycin selection. Cells were counted using Trypan Blue exclusion method on the TC20 Cell Counter (Biorad) after 2 or 4 days. Cells were passaged at day 2 to inhibit contact-induced differentiation.

For the small-molecule inhibitor experiments, v6.5 mouse ESCs were plated at 100K cells per well on a gelatin-coated 12-well plate. Twenty-four hours later, the cells were treated with either vehicle (DMSO) or varying concentrations of the following inhibitors: I-BRD9, BI-9564, PFI-3, or TP472. Cells were counted using Trypan Blue exclusion method on the TC20 Cell Counter (Biorad) every 48 h, during which the cells were re-plated at the same cell density on a new 12-well plate.

Two-tailed *t*-test was performed to obtain the *p* values from biological replicates, *n* = 9 for I-BRD9, *n* = 6 for BI-9564 and TP472, *n* = 3 for PFI-3, and *n* = 3 for each sh*Brd9* hairpin. *p < 0.05, **p < 0.01, ***p < 0.001.

### Clonogenicity assay

Cells were seeded at 100 cells per 9 cm^2^ in gelatin-coated six-well plates. Cells were treated continuously from day of plating with either vehicle (DMSO) or the indicated concentrations of BRD9 inhibitors, I-BRD9 or BI-9564. Media was replaced every day and at day eight, colonies were counted.

For detection of AP activity, cells were seeded and treated as indicated above. At day 8, cells were fixed with 4% paraformaldehyde in 1× PBS, rinsed with Tris-buffered saline solution (TBS) with 0.05% Tween-20 and stained using the Alkaline Phosphatase Detection Kit (Millipore Sigma SCR004) per the manufacturer’s instructions.

### Density sedimentation assay

v6.5 mouse ESCs or HCT116 cells were lysed in Buffer A (25 mM HEPES, pH 7.6, 5 mM MgCl_2_, 25 mM KCl, 0.05 mM EDTA, 10% glycerol, and 0.1% NP-40) supplemented with 1 mM dithiothreitol (DTT), 1 mM phenylmethylsulfonyl fluoride (PMSF), 1 µM pepstatin, 10 µM leupeptin, and 10 µM chymostatin at 10^7^ cells per 5 mL and incubated on ice for 10–15 min. Nuclei were spun down at 900 xg for five minutes then resuspended in Buffer C (10 mM HEPES, pH 7.6, 3 mM MgCl_2_, 100 mM KCl, 0.1 mM EDTA, and 10% glycerol) supplemented with 1 mM DTT, 1 mM PMSF, 1 µM pepstatin, 10 µM leupeptin, and 10 µM chymostatin at 40 × 10^6^ cells per 945 µL. Ammonium sulfate was added at a final concentration of 300 mM, incubated on an end-to-end rocker in the cold room for 30 min, then spun down at 446,082 × *g* for 10 min. Nuclear proteins were precipitated by incubation with ammonium sulfate at a final concentration of 0.3 mg mL^−1^, on ice for 20 min then centrifugation at 446,082 × *g* for 10 min. Dry pellet was stored at −80 °C until use.

Seven hundred micrograms of nuclear proteins were resuspended in 150 µL of HEMG solution (25 mM HEPES, pH 7.9, 0.1 mM EDTA, 12.5 mM MgCl_2_, and 100 mM KCl) supplemented with 1 mM DTT, 1 mM PMSF, 1 µM pepstatin, 10 µM leupeptin, and 10 µM chymostatin then overlaid onto 10 mL of HEMG solution with 10–30% glycerol gradient prepared in a 14 × 89 mm polyallomer centrifuge tube (Beckman). Proteins were subjected to ultra-centrifugation in a SW40 rotor at 4 °C for 16 h at 283,807 × *g*. The next day, 0.5 mL fractions were collected and analyzed using immunoblotting (IB).

### List of antibodies

ARID1A: Santra Cruz sc-32761 or Millipore 04-080 (IB 1:1000 v/v and ChIP 10 μL for 6.25 × 10^6^ cells)

BRG1: Santa Cruz sc-17796 (IB 1:1000 v/v) or Abcam 110641 (IP 1:100 m/m, IB 1:2000 v/v, and ChIP 5 μL for 6.25 × 10^6^ cells)

BAF155: Santra Cruz sc-10756 (IB 1:1000 v/v) or in-house antibody^19^ (IP 1:100 m/m)

PBRM1: Bethyl A301–591A, 1:2000 v/v

GLTSCR1: Santa Cruz sc-515086, 1:1000 v/v

GLTSCR1L: Thermo Fisher Sci PA5–56126, 1:500 v/v

BRD9: Active Motif 61537 (IP 1:100 m/m, IB 1:2000 v/v, and ChIP 5 μL for 6.25 × 10^6^ cells)

BRD7: Santa Cruz sc-376180, 1:500 v/v

BRD4: Bethyl A301–985A50 (IP 1:100 m/m, IB 1:2000 v/v, and ChIP 5 μL for 6.25 × 10^6^ cells)

BAF47: Santa Cruz sc-166165 (IP 1:100 m/m and IB 1:1000 v/v)

BAF57: Bethyl A300–810A, 1:2000 v/v

BAF60A: Santa Cruz sc-135843, 1:1000 v/v

BAF53A: Novus Bio NB100–61628, 1:2000 v/v

IgG: rabbit, Santa Cruz sc-2027 (IP-mass spec 5 μL for 1 mg of nuclear lysates) or Cell Signaling 2729S (IP 1:100 m/m)

TBP: Thermo Fisher MA1–189, 1:2000 v/v

OCT4: Santa Cruz sc-5279, 1:1000 v/v

NANOG: Abcam ab80892, 1:1000 v/v

### Immunoprecipitation

Nuclear lysates were collected from v6.5 mouse ESCs or HCT116 cells following a revised Dignam protocol^53^. After cellular swelling in Buffer A (10 mM HEPES, pH 7.9, 1.5 mM MgCl_2_, and 10 mM KCl) supplemented with 1 mM DTT, 1 mM PMSF, 1 µM pepstatin, 10 µM leupeptin, and 10 µM chymostatin, cells were lysed by homogenization using a 21-gauge needle with six to eight strokes. If lysis remained incomplete, cells were treated with 0.05–0.1% NP-40 for 10 min on ice prior to nuclei collection. Nuclei were spun down at 900 × *g* for 5 min then resuspended in Buffer C (20 mM HEPES, pH 7.9, 20% glycerol, 420 mM NaCl, 1.5 mM MgCl_2_, and 0.2 mM EDTA) supplemented with 1 mM DTT, 1 mM PMSF, 1 µM pepstatin, 10 µM leupeptin, and 10 µM chymostatin. After 30 min of end-to-end rotation in the cold room, sample was clarified at 21,100 × *g* for 10 min. Supernatant was collected and flash-frozen in liquid nitrogen, if necessary.

Prior to the IP, the nuclear lysates were diluted with two-thirds of original volume of 20 mM HEPES, pH 7.9, and 0.3% NP-40 to bring down the NaCl concentration. A unit of 200–300 µg of nuclear lysates was used per IP with antibodies against BRG1, BRD9, or BAF47 overnight at 4 °C. Precipitated proteins were bound to 50:50 Protein A, Protein G Dynabeads (Invitrogen) for 1–2 h and washed with either RIPA (50 mM Tris, pH 8, 150 mM NaCl, 1% NP-40, 0.5% sodium deoxycholate, and 0.1% SDS) for BRD9-IP or Wash Buffer (50 mM Tris, pH 8, 150 mM NaCl, 1 mM EDTA, 10% glycerol, and 0.5% Triton X-100) for BRG1- and BAF47-IPs. Proteins were eluted in SDS-polyacrylamide gel electrophoresis (SDS-PAGE) loading solution with boiling and analyzed by IB.

For IP with BRD9 with or without I-BRD9, nuclear lysates were split into equal volume and incubated with or without 10 µM I-BRD9 (diluted fresh into binding buffer) for 30 min prior to addition of antibody. For GLTSCR1/GLTSCR1L/BAF60A blotting, the IP was washed with 50 mM Tris, pH 8, 150 mM NaCl, 1 mM EDTA, 10% glycerol, and 0.5% Triton X-100. For BRD4 blotting, the IP was washed with 50 mM Tris, pH 8, 150 mM NaCl, and 0.1% NP-40. I-BRD9-treated samples were washed with buffers that contained 20 µM I-BRD9.

For BRG1 and BAF155 depletion assay, nuclear lysates were subjected to four rounds of incubation with the respective antibodies and Protein A + G dynabeads, minimum of 3 h to overnight at 4 °C. The supernatant flowthrough from each IP was collected and analyzed by IB.

### Urea-based denaturation assay

v6.5 mouse ESC nuclear lysates were collected as described above in the Immunoprecipitation section. Two hundred micrograms of the nuclear lysates were subjected to varying concentrations of urea (0.25–5 M) in 25 mM Tris, pH 8, 150 mM NaCl, 0.1% NP-40, and 1 mM DTT for 15 min at room temperature (RT) prior to performing the IP with an antibody against BRD9. The precipitated proteins were washed and eluted as described above and analyzed by IB.

### IB assay

Protein samples were run on 4–12% Bis-Tris gels (Life Technologies). After primary antibody incubation, blots were probed with 1:20,000 v/v dilution of either fluorescently labeled secondary antibodies (Life Technologies #A21058, Invitrogen #SA535571) in 2% bovine serum albumin in PBST or horseradish peroxidase-conjugated anti-rabbit secondary antibody (Veriblot Abcam #131366) in 5% non-fat milk in TBST for an hour at RT. Fluorescent images were developed using Odyssey. Veriblot-probed blots were treated with enhanced chemiluminescence substrate (Biorad #170–5060) for 5 min then developed on film. Original scans of all blots are included as a Source Data File.

### Cellular fractionation

Fractionation of v6.5 ESCs treated with either DMSO or I-BRD9 at 3 or 10 µM for 24 h was done according to published protocol^54^. Briefly, 20 × 10^6^ cells were lysed in Buffer 1 (10 mM HEPES, pH 7.9, 10 mM KCl, 1.5 mM MgCl2, 0.34 M sucrose, 10% glycerol, 1 mM DTT, protease inhibitors, and 0.1% Triton X-100). After 8 min on ice, nuclei were harvested by centrifugation at 1,300 × *g* for 5 min then resuspended in Buffer 2 (3 mM EDTA, 0.2 mM EGTA, 1 mM DTT, and protease inhibitors). Supernatant 1 is the cytosolic fraction. Samples were spun at 20,000 × *g* to isolate chromatin fraction (pellet), which was subsequently resuspended in 100 µL of 1× SDS-PAGE loading dye in TBS + 100 mM DTT and incubated at 70 °C for 10 min. Supernatant 2 is the nuclear soluble fraction. For loading onto SDS-PAGE gels, sample viscosity was reduced by dilution.

### IP-mass spectrometry

Rabbit polyclonal IgG and BRD9-specific antibodies were crosslinked to Dynabeads (Invitrogen) using bis(sulfosuccinimidyl) suberate (BS3). Briefly, Dynabeads were blocked by incubating with 10 µg µL^−1^ sheared, salmon-sperm DNA in wash buffer (WB) (0.1 M NaPO4, pH 8.2, and 0.1% Tween-20) then incubated with antibody at RT for 15 min. After two washes in conjugation buffer (20 mM NaPO4, pH 8.2, and 150 mM NaCl), the antibody-beads complexes were incubated with 5 mM BS3 for 30 min at RT. Crosslinking was quenched with Tris-HCl, pH 7.4, and the antibody-beads complexes were washed with conjugation buffer and equilibrated with IP buffer (20 mM Tris, pH 8, 150 mM NaCl, and 0.1% NP-40).

IP was performed from 1 mg of v6.5 mouse ESC nuclear lysates with either rabbit IgG or BRD9-specific antibody. Precipitated proteins were treated with Micrococcal nuclease S7 for 15 min, washed with RIPA buffer, and eluted in 20 mM Tris, pH 8, 150 mM NaCl, 1× SDS-PAGE loading dye, and 1 mM DTT with boiling. Samples were precipitated by methanol/chloroform. Dried pellets were dissolved in 8 M urea/100 mM TEAB, pH 8.5. Proteins were reduced with 5 mM tris(2-carboxyethyl)phosphine hydrochloride (Sigma-Aldrich) and alkylated with 10 mM chloroacetamide (Sigma-Aldrich). Proteins were digested overnight at 37 °C in 2 M urea/100 mM TEAB, pH 8.5, with trypsin (Promega). Digestion was quenched with formic acid, 5% final concentration.

The digested samples were analyzed on a Fusion Orbitrap tribrid mass spectrometer (Thermo) in a data-dependent mode.

Protein and peptide identification was done with PatternLab for Proteomics^55^. Tandem mass spectra were searched with Comet^56^ against a mouse UniProt database. The search space included all fully tryptic and half-tryptic peptide candidates. Carbamidomethylation on cysteine was considered as a static modification. Data were searched with 40 ppm precursor ion tolerance. Identified proteins were filtered using SEPro^55^ and utilized a target-decoy database search strategy to control the false discovery rate to 1% at the protein level^57^.

### RNA-Seq sample preparation

v6.5 mouse ESCs were transduced in suspension with either pooled sh*Brd9* or shcontrol lentivirus for 1–2 h then plated onto MEF feeders for incubation with virus overnight. RNA was collected 4 days post puromycin (1 µg mL^−1^) selection on puro-resistant MEF feeders. *Arid1a*^f/f^:CreERT2 ESCs were cultured on gelatin-coated dishes, treated with either ethanol or 1 µM tamoxifen then passaged 24 h post treatment. Forty-eight hours after passage, RNA was collected. v6.5 mouse ESCs treated with either DMSO or 10 µM I-BRD9 were cultured on MEF feeders then passaged onto gelatin-coated dishes 24 h prior to RNA collection.

RNA from 1–3 × 10^6^ cells was extracted and purified with the Zymo Research Quick-RNA miniprep kit according to the manufacturer’s instructions. RNA-Seq libraries were prepared using Illumina TruSeq Stranded mRNA kit following the manufacturer’s instructions with 5 µg of input RNA.

### Quantification of gene expression

Seventy-two hours after v6.5 mouse ESCs were treated with DMSO, 10 µM I-BRD9, or 500 nM JQ1, RNA samples were isolated using Quick-RNA Miniprep Kit (Zymo Research). cDNA synthesis was performed with 2 µg of RNA using SuperScript III and oligo-dT primer in 20 µL reaction volume per the manufacturer’s protocol (Invitrogen #18080–051). Two microliters of 1:50 diluted cDNA samples (in water) were used per reaction. Quantitative real-time PCR analysis was performed in technical duplicates using CFX Real Time System (Biorad) with iTaq Universal SYBR Green Supermix (Biorad #64163963). *Gapdh* was used as the endogenous control. The sequences of primers used are listed in Supplementary Table 2.

### ChIP-Seq sample preparation

Approximately, 20 × 10^6^ v6.5 mouse ESCs cultured on gelatin treated with DMSO or 3 µM I-BRD9 for 6 or 24 h or 500 nM JQ1 for 24 h were collected and crosslinked first in 3 mM disuccinimidyl glutarate in 1× PBS then in 1% formaldehyde. After quenching the excess formaldehyde with 125 mM glycine, the fixed cells were washed, pelleted, and flash-frozen. Upon thawing, the cells were resuspended in lysis solution (50 mM HEPES-KOH, pH 8, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% Triton X-100, and incubated on ice for 10 min. The isolated nuclei were washed with wash solution (10 mM Tris-HCl, pH 8, 1 mM EDTA, 0.5 mM EGTA, and 200 mM NaCl) and shearing buffer (0.1% SDS, 1 mM EDTA, and 10 mM Tris-HCl, pH 8) then sheared in a Covaris E229 sonicator for 10–20 min to generate DNA fragments between ~200 and 1000 base pairs (bp). After clarification of insoluble material by centrifugation, the chromatin was immunoprecipitated overnight at 4 °C with antibodies against BRG1, BRD9, and ARID1A bound to Protein A + G Dynabeads (Invitrogen) in ChIP buffer (50 mM HEPES-KOH, pH 7.5, 300 mM NaCl, 1 mM EDTA, 1% Triton X-100, 0.1% DOC, and 0.1% SDS). Antibody-bound DNA were washed and treated with Proteinase K and RNase A and crosslinking was reversed by incubation at 55 °C for two and a half hours. Purified ChIP DNA was used for library generation (NuGen Ovation Ultralow Library System V2) according to the manufacturer’s instructions for subsequent sequencing.

### RNA-Seq analysis

Single-end 50 bp reads were aligned to mm10 using STAR alignment tool (V2.5)^58^. RNA expression was quantified as raw integer counts using analyzeRepeats.pl in HOMER using the following parameters: -strand both -count exons -condenseGenes –noadj. To identify DEGs, we performed getDiffExpression.pl in HOMER, which uses the DESeq2 R package to calculate the biological variation within replicates. Cut-offs were set at log2 FC = 0.585 and FDR at 0.05 (Benjamin-Hochberg). For RNA expression of nearest annotated gene for sites that lose BRD9 ChIP binding with I-BRD9, ChIP peaks were annotated to the closest transcription start site (TSS) and the associated log2 fold change (I-BRD9/DMSO) was determined.

### GO analysis

GO analysis was performed on the list of 929 I-BRD9 DEGs on the GSEA website (GSEA homepage, [www.gsea-msigdb.org/], 2004–2017).

### Gene set enrichment analysis

GSEA software was used to perform the analyses with the following parameters: number of permutations = 1000; enrichment statistic = weighted; and metric for ranking of genes = difference of classes (input RNA-Seq data were log-transformed).

### ChIP-Seq analysis

Single-end 50 bp reads were aligned to mm10 using STAR alignment tool (V2.5)^58^. ChIP-Seq peaks were called using findPeaks within HOMER using default parameters for histone (-style histone) or TF (-style factor). Peaks were called when enriched greater than twofold over input and greater than fourfold over local tag counts, with FDR 0.001 (Benjamin-Hochberg). For histone ChIP, peaks within a 1000 bp range were stitched together to form regions. ChIP-Seq peaks or regions were annotated by mapping to the nearest TSS using the annotatePeaks.pl command. Differential ChIP peaks were found by merging peaks from control and experiment groups and called using getDiffExpression.pl with fold change ≥ 1.5 or <−1.5, Poisson *p* value < 0.0001. For peak calling with replicate samples, we used the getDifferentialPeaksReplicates.pl program, with -style factor and default parameters for FC and Poisson *p* value.

Significance of peak overlap was determined by calculating the number of peaks co-occurring across the entire genome using the HOMER mergePeaks program. For enhancer enrichment analysis, we defined the enhancer classes using publicly available mouse ESC ChIP-seq data for Mediator and histone modifications (see Data availability)^27,59,60^. Enhancers were called by identifying all H3K4me-positive regions that are at least 1 kb away from the nearest TSS or H3K4me3 mark. These were subdivided as active (H3K27ac-positive) or poised (H3K27ac-negative)^60^. We then differentiated the H3K4me-positive and H3K27ac-positive regions into active and super enhancers by ranking the regions by Mediator ChIP-Seq tag density and using the tangent of the curve to call super enhancers^27^.

Promoter annotation was performed using the HOMER annotatePeaks program, which by default is −1 kb to +100 bp away from a known TSS. Distal sites were called using the HOMER getDistalPeaks program, which finds intergenic regions but excludes transcription termination sites.

### Motif analysis

Sequences within 200 bp of peak centers were compared to known motifs in the HOMER database using the findMotifsGenome.pl command with the following fragment size and motif length parameters, respectively: -size 200 -len 8. Random GC content-matched genomic regions were used as background (default). Enriched motifs are statistically significant motifs in input over background by a *p* value of <0.05. *p* Values were calculated using cumulative binomial distribution.

### TAD boundary enrichment analysis

Hi-C data from mESCs^61^ were downloaded from the GEO database (GSE96107​) and mapped to the mm10 genome using bwa-mem. Reads were paired manually using an in-house pipeline, and PCR duplicate reads were removed using Picard. TADs were called using the directionality index (DI) method^28^. Briefly, Hi-C interaction matrices were converted to a vector of upstream and downstream interaction frequency bias using a chi-squared liked statistic, termed the DI. The DI values were then used as input for a Gaussian mixture hidden Markov model to identify local states of upstream and downstream bias in interaction frequencies. Domains were called as regions of continuous downstream biased states and ends when the last in a series of upstream biased states are reached. The regions between the topological domains are termed TAD boundaries if they are <400 kb or unorganized chromatin if they are more than 400 kb. Enrichment of ChIP-Seq data over TADs was calculated by partitioning each TAD into 100 bins, and also considering 50 bins upstream and downstream of the domain. The number of peaks per kb per bin was calculated and averaged across all domains in the genome. To compare across samples with different number of peaks, the final averaged values were normalized by the number of peaks in each dataset divided by 10,000.

### Statistical tests

Statistically significant differences in cell growth assays: Two-tailed *t* tests were performed to calculate *p* values on Graphpad Prism Version 7. Number of replicates are provided above, in the Cell growth assay section.

Overlap between datasets: *p* values were calculated using hypergeometric test of overlap with population size being the total number of genes tested (*N* = 24,538), using an online tool found at http://www.rothsteinlab.com/tools/apps/hyper_geometric_calculator.

Correlation of RNA-Seq values between datasets: Goodness of fit (*R*^2^) was analyzed using linear regression on Graphpad Prism Version 7.

## Electronic supplementary material

Supplementary Information

Source Data

Peer Review File

Reporting Summary

## Data Availability

The raw mass spectrometry files for BRD9-interacting proteins from mESCs have been deposited into the ProteomeXchange Consortium via the PRIDE partner repository with the following identifier PXD010670. RNA-seq and ChIP-Seq data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE111264. We also used publicly available sequencing data, which were processed using HOMER v4.8 (Christopher Benner, HOMER, http://homer.ucsd.edu/homer/index.html, 2018): histone modifications H3K4me, H3K4me3, and H3K27ac (GEO GSE24165); H3K27me3 (GEO GSM1397343); Mediator (GEO GSE44288); CTCF (GEO GSE30203); Sp5 (GEO GSE72989); KLF4 (GEO GSM288354); OCT4, NANOG, and SOX2 (GEO GSE44286); c-Myc (GEO GSM288356); RNA-Seq Brg1^f/f^ (GEO GSE87820); RNA-Seq ESC-EpiESC (GEO GSE79796); RNA-Seq JQ1 (GEO GSE88760); RNA-Seq RA-induced differentiation (GSE39522); and Hi-C data (GSE96107). Source data are provided for Figs. 1a–c, 2, 5a–e, 6a, 7c, d, 8a–c, Supplementary Figures 1, 2, 3 and 4b-d as a Source Data file. All other data are available from the corresponding author upon reasonable request. A Reporting Summary for this Article is available as a Supplementary Information file.

# Supplementary material for: A non-canonical BRD9-containing BAF chromatin remodeling complex regulates naive pluripotency in mouse embryonic stem cells
**Source:** Nat Commun. 2018 Dec 3;9:5139. doi: 10.1038/s41467-018-07528-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information for Gatchalian, et al.:

A non-canonical BRD9-containing BAF chromatin remodeling complex regulates naïve pluripotency in mouse embryonic stem cells

Supplementary Figures

Supplementary Figure 1: Phenotypic effects of BRD9 inhibition/knockdown or BRG1 inhibition

Supplementary Figure 2: GBAF complex characterization in HCT116 cells

Supplementary Figure 3: Effect of I-BRD9 on GBAF complex assembly and chromatin binding

Supplementary Figure 4: Characterization of BRD4's role in GBAF's function

Supplementary Tables

Supplementary Table 1: List of BRD9-interacting proteins in mouse ESCs

Supplementary Table 2: List of primer sequences used for RT qPCR

Supplementary Figure 1

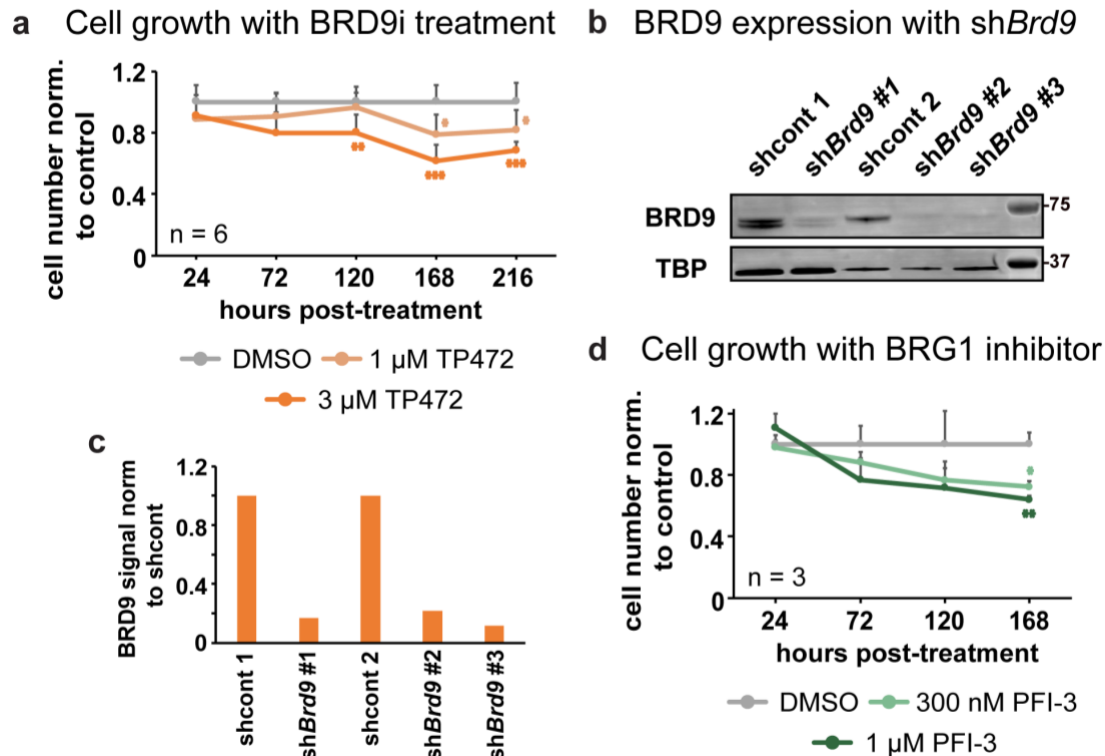

Supplementary Figure 1. a) Time course experiment assessing mouse ES cell number after treatment with DMSO or TP472 at either 1 or 3 μ M. Error bars represent one standard deviation from the mean of biological replicates. Two-tailed t-test was performed to obtain the p-values, $n = 6$. * $p < 0.05$, ** $p < 0.01$, *** $p < 0.001$. **b)** Immunoblotting analysis of BRD9 protein expression in nuclear lysates after mouse ESCs were transduced with shRNA against a scrambled control or three independent shRNAs against *Brd9*. Shcontrol 1 is used for sh*Brd9* #1 (both in pGipZ) and shcontrol 2 is used for sh*Brd9* #2 and #3 (all in SMARTvectors). TATA-binding protein (TBP) was used as a loading control. Molecular weights from ladder are indicated. **c)** Quantification of immunoblotting in b, first normalized to TBP then to appropriate shcontrol. **d)** As in a, except ESCs were treated with either DMSO or PFI-3 at 300 nM or 1 μ M; $n = 3$. Source data for a-d are provided as Source Data file.

Supplementary Figure 2

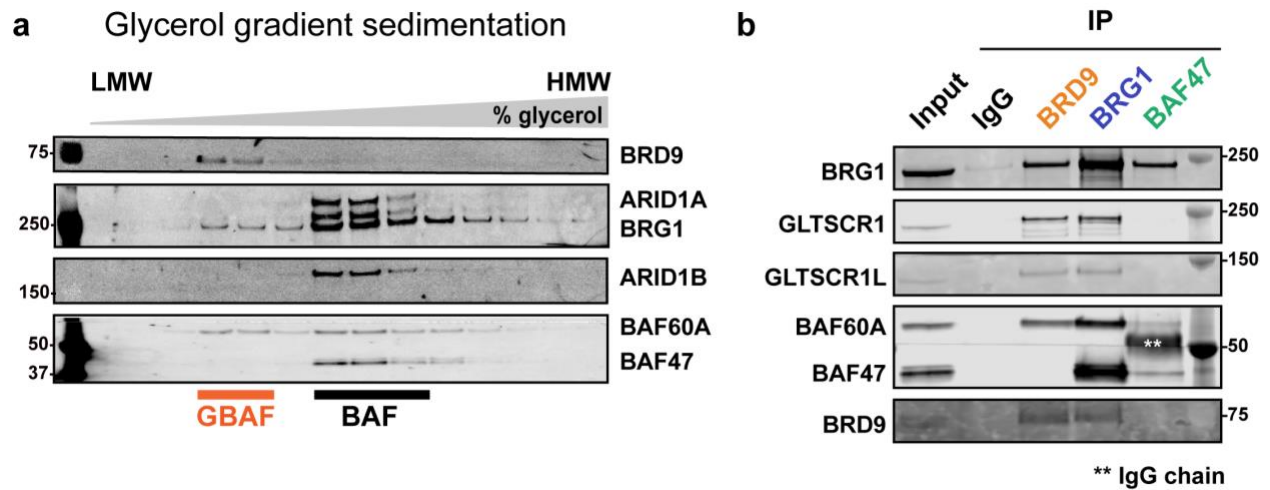

Supplementary Figure 2. a) Immunoblotting analysis of fractions after HCT116 nuclear lysates were subjected to a density sedimentation assay in 10-30% glycerol gradient. LMW and HMW indicate lower and higher molecular weights, respectively. Molecular weights from ladder are indicated in red. **b)** IP experiments from HCT116 nuclear lysates using antibodies against IgG, BRG1, BRD9 and BAF47. IgG chain is marked with double asterisks. Source data are provided as Source Data file.

Supplementary Figure 3

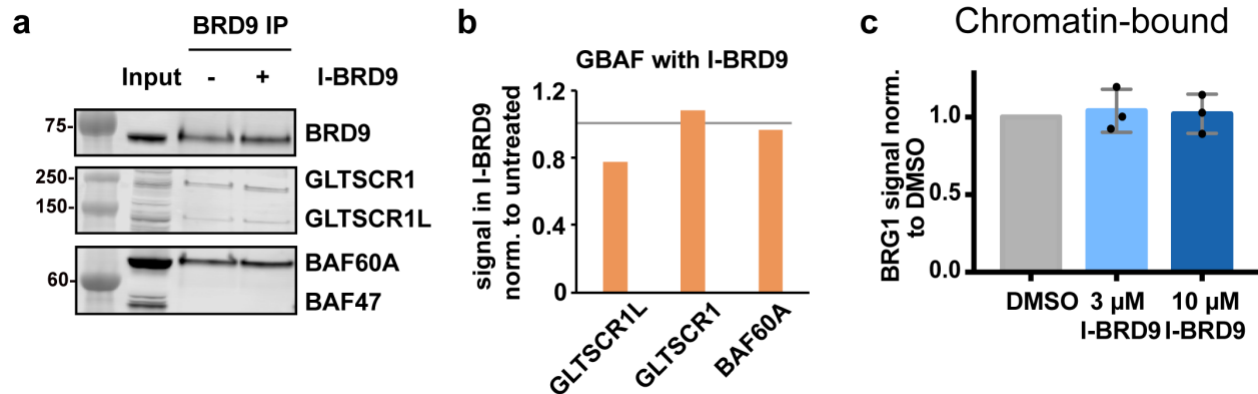

Supplementary Figure 3. a) IP experiments from mouse ESC nuclear lysates using BRD9 antibody with or without I-BRD9. Molecular weights from ladder are indicated. **b)** Quantification of western blot signal for GBAF subunits first normalized to BRD9 bait signal then normalized to the signal in the untreated sample. Expression in untreated sample is indicated with a gray line. **c)** Quantification of BRG1 chromatin fraction signal from Figure 6a normalized to the loading control, Histone H3, then normalized to DMSO sample. Average of three independent experiments; error bars represent one standard deviation from the mean. Source data are provided as Source Data file.

Supplementary Figure 4

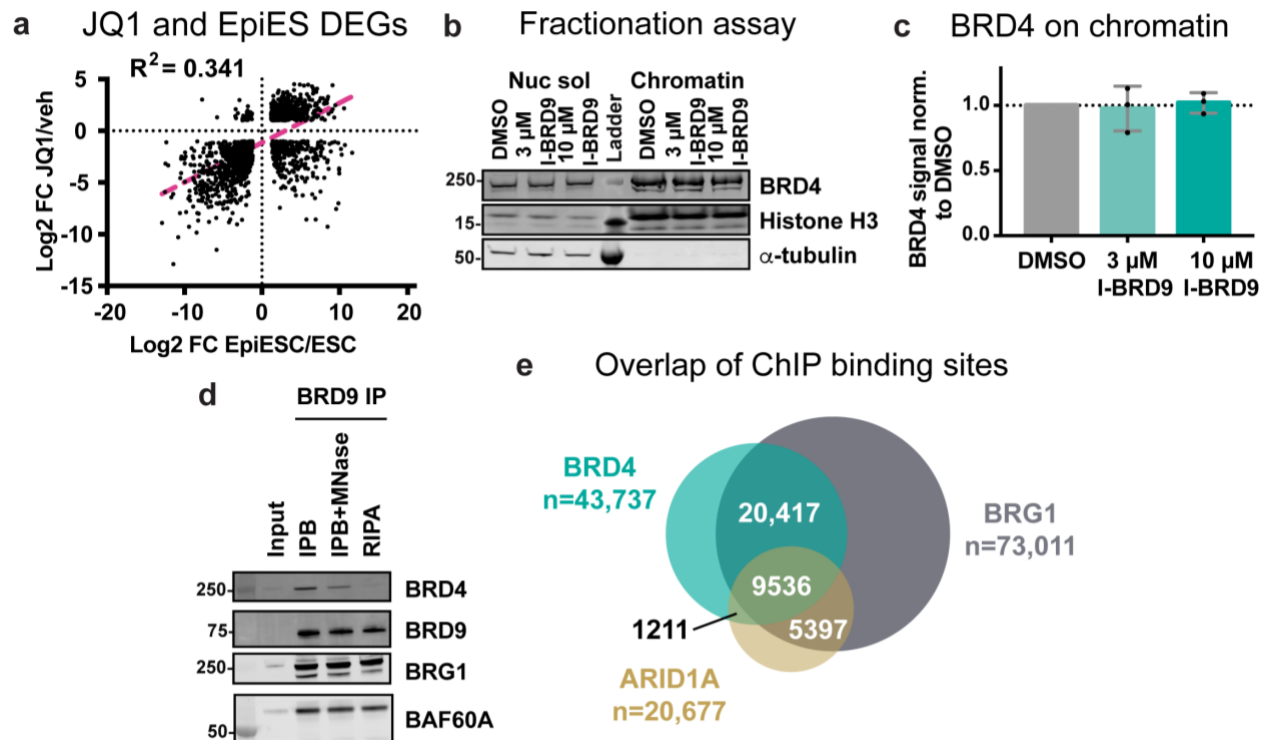

Supplementary Figure 4. a) Scatterplot of the mRNA log₂ FCs in JQ1/vehicle and EpiESC/ESC for 1666 common DEGs. Linear regression analysis was performed to calculate the R^2 , with the best fit shown as a pink dashed line. **b)** Representative immunoblotting analysis of a cellular fractionation assay in mouse ESC lysates after treatment with either DMSO or I-BRD9 at 3 or 10 μ M for 24 hours. Molecular weights from ladder are indicated. **c)** Quantification of BRD4 chromatin fraction signal normalized to the loading control, Histone H3, then normalized to DMSO sample. Average of three independent experiments; error bars represent one standard deviation from the mean. **d)** IP experiments from mouse ESC nuclear lysates using BRD9 antibody and washed with buffers of varying stringency (increasing from left to right.) IP = wash buffer; MNase = Micrococcal Nuclease; RIPA = higher stringency wash buffer.

See the Source Data File for original scans that include molecular weights. **e)** Venn diagram of overlap between BRG1, BRD4 and ARID1A ChIP sites, with n representing the number of observed peaks. Source data for b, c, and d are provided as Source Data file.

Supplementary Table 1. List of statistically significant proteins in the BRD9 IP-Mass Spectrometry experiment.

Protein ID	AC test p value	Fold Change (BRD9/IgG)
BAF155/SMARCC1	1.00E-05	208
GLTSCR1L/BICRAL	1.00E-05	185
BAF60A/SMARCD1	1.00E-05	170
BRM/SMARCA2	1.00E-05	169
BRG1/SMARCA4	1.00E-05	133
VIM	1.00E-05	114
BRD9	1.00E-05	110
BAF53A/ACTL6A	1.00E-05	78
GLTSCR1/BICRA	1.00E-05	75
BAZ1B	1.00E-05	46
NVL	1.00E-05	39
PRSS1	1.00E-05	8.11
SMARCA5	1.11E-05	27
RBPMS2	3.43E-05	34
GM17087	0.000359589	26
KRT18	0.000647042	24
HSP90AA1	0.000867951	23
KRT31	0.003769715	18
KRT32	0.003769715	18
KRT35	0.003769715	18
KRT33B	0.003769715	18
KRT40	0.003769715	18
KRT6A	0.004691553	5.47
KRT28	0.005056747	17
KRT24	0.005056747	17
KRT36	0.005056747	17
ERH	0.006169763	23
GM5414	0.006783189	16
BCL7B	0.006783189	16
HSP90AB1	0.007979874	22
MDN1	0.009099063	15
KRT6B	0.010400801	5.15
BCL7A	0.012205606	14
NPM1	0.012205606	14
BCLAF1	0.016372767	13
RBM14	0.016372767	13
HIST1H4A	0.018380452	7.6
BCL7C	0.021962652	12
SMARCA1	0.028223324	17
SAP18	0.029461	11
SS18	0.029461	11
NOP56	0.029461	11
ACIN1	0.035903108	10.5
KRT90	0.038966593	6
KRT72	0.039519387	11
KRT78	0.039519387	11
RPS4X	0.039519387	11
KRT10	0.046485689	2.08
HNRNPD	0.04904715	4.47

Supplementary Table 2. List of primer sequences used for RT qPCR.

Gene	Forward	Reverse
<i>Esrrb</i>	TTTCTGGAACCCATGGAGAG	AGCCAGCACCTCCTTCTACA
<i>Klf4</i>	CGGGAAGGGAGAAGACACT	GAGTTCCTCACGCCAACG
<i>Pou5f1</i>	ACATCGCCAATCAGCTTGG	AGAACCATACTCGAACCACATCC
<i>Sox2</i>	CATGAGAGCAAGTACTGGCAAG	CCAACGATATCAACCTGCATGG
<i>Nanog</i>	AAGATGCGGACTGTGTTCTC	CGCTTGCACTTCATCCTTTG
<i>Gapdh</i>	CACTCTTCCACCTTCGATGCC	CCTTGGAGGCCATGTAGGCC

How the deposited data were processed for this re-analysis (not part of the article)

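RNA-Seq libraries of mouse ESCs were analysed: 16 libraries in 8 groups of 2 replicates, which the paper calls biological for I-BRD9 and for Arid1a deletion. The groups are v6.5 ESCs with DMSO or 10 µM I-BRD9 for 24 h or 48 h, v6.5 ESCs with a control hairpin or pooled Brd9 hairpins, and Arid1a f/f:CreERT2 ESCs with ethanol or tamoxifen. Groups and replicate numbers were taken from the sample titles. The 24 ChIP-Seq samples of the study and the data of other studies that the paper compares with (epiblast-like ESCs, BRG1 loss and BET inhibition) were not analysed here.

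The values are FPKM as deposited by the authors, in tables of 24537 genes. The authors made TruSeq Stranded mRNA libraries, sequenced them as single-end 50 bp reads, aligned the reads to mm10 with STAR 2.5 and counted reads over the exons of RefSeq genes with HOMER 4.8. Reads of both strands were counted, so antisense and overlapping genes cannot be told apart: of 253 genes named here that are in the annotation used, 39 share exons with another gene, among them Smarcd3 and Fosl1. The authors tested differences with DESeq2 on raw counts, at a fold change of 1.5 and an FDR of 0.05. DESeq2 was not run here.

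From each library's FPKM values the total number of reads was recovered as the depth at which the values that could be checked correspond to whole numbers of reads for the gene lengths given. The depths range from 9.78 to 31.8 M reads, which is also the range of reads that 0.5 FPKM stands for in a transcript of 2 kb. The spread between the replicates of each group was compared with the sampling noise of these reads. Of 120 pairs of libraries, 0 had equal values in over 90% of the genes. Gene positions were read from the mm10 RefSeq annotation, and a gene with several annotated loci is given by the locus of the transcript named in the tables.

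For each of the 4 comparisons (I-BRD9 against DMSO at 24 h and at 48 h, shBrd9 against shcontrol, and tamoxifen against ethanol), genes with a mean of at least 0.5 FPKM over the 4 libraries were kept, and log2(FPKM + 0.1) was fitted with limma 3.58.1 in R 4.3.3 with an intensity-dependent variance prior. P-values are two-sided and adjusted by Benjamini-Hochberg over all genes kept. DEGs have an adjusted p under 0.05 and a change of at least 1.5-fold in the limma estimate. Differences between the effects (48 h against 24 h of I-BRD9, 48 h of I-BRD9 against Arid1a deletion and against shBrd9) were tested as interaction contrasts in a fit of the 8 libraries concerned. Levels are given as the mean and SD of FPKM in 2 libraries, and fold changes as the limma estimate with its SE or 95% confidence interval.

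Gene lists of at least 3 kept genes were tested with camera of limma at a preset correlation of 0.01 between genes, and again with the correlation estimated from the data. The members of the lists, and the tests and alternatives other than those named here or below as added, were fixed before the data were examined. Not among the tests set beforehand were the contrast of 48 h of I-BRD9 against shBrd9 and the DEG overlaps with shBrd9 and with Arid1a deletion. The enrichment of the I-BRD9 DEGs in the Arid1a deletion libraries was not set beforehand either. Both lists of genes that the study names for Fig. 5j were chosen by the study on these libraries. The DEGs of 48 h I-BRD9 were tested as sets in the shBrd9 comparison with fgsea 1.28.0, with genes ranked by the difference of mean log2 values and 10000 permutations of genes, and with camera. Overlaps of DEGs were compared with chance over the genes kept in both comparisons by a one-sided Fisher's exact test. Fold changes of 2 comparisons were correlated across genes by Pearson's and Spearman's coefficients. Figures and counts were made with python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

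Genes were named by a rule: each gene the paper names, some of whose values it shows, the 8 DEGs with the largest rise and the 8 with the largest fall in each comparison among those with a mean of at least 2 FPKM and no overlap between the groups, and the 4 genes of each list with the smallest adjusted p. The steps were tested on simulated libraries with the depths and spread of the real ones, in which 200 genes were changed by known folds.

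Alternatives were a pseudocount of 1 or 0.01, no filter on low values or a mean of at least 2 FPKM, rescaling by the median ratio of the libraries, quantile normalization, a robust variance prior, no fold threshold, the replicate number as a block, 1 fit of the 8 I-BRD9 and DMSO libraries, and leaving out each library in turn. Added after seeing the data were voom on the recovered reads, a pseudocount of 1 together with a mean of at least 2 FPKM, leaving out the genes of the fibroblast, matrix and primitive endoderm lists, and tests of how far RNA of feeder cells can account for the changes. The GO terms of Fig. 1f were not tested, since no GO annotation was used here.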

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

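Of the tests in this part, the share of the rise of matrix genes that feeder RNA allows, the increase of each abundant transcript relative to shcontrol, and the size of r left after regression as a test of carry-over as the whole cause were chosen after the result was seen. The contrast of 48 h of I-BRD9 against knockdown was not among the tests set beforehand.

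The effect of I-BRD9 differed between 48 h and 24 h for 348 of 12571 genes in limma (246 with a higher and 102 with a lower log2 fold change at 48 h), and 2495 genes had an unadjusted p under 0.05. By the methods, cells left the feeders 24 h before RNA collection. The 48 h treatment would thus have begun on feeders, and the contrast cannot separate this from time. Voom on the recovered reads gave a higher count, and no filter on low values and the replicate block gave lower ones, as listed below. The count fell when a library was left out: to 70 without DMSO 24 h replicate 1, 149 without DMSO 24 h replicate 2, 186 and 165 without I-BRD9 24 h replicate 1 and 2, 84 and 224 without DMSO 48 h replicate 1 and 2, and 141 without I-BRD9 48 h replicate 2. Among genes the paper names, the difference (48 h minus 24 h) was -0.644 for Gli2 (adjusted p = 0.0342), 1.02 for Jun (adjusted p = 0.0326), 1.05 for the Nodal inhibitor Lefty1 (adjusted p = 0.0193) and -0.289 for the zinc finger gene Zfp42 (adjusted p = 0.0104). Lefty1 went from -0.54 at 24 h to 0.52 at 48 h, and the 24 h call ends without DMSO 24 h replicate 1 (adjusted p = 0.0775; over the alternatives the largest was 0.0819).

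For 12 gene lists the effect also differed between the times in camera, and no list passed with an estimated correlation (adjusted p = 0.143 to 0.404). The median difference was -0.218 for naive pluripotency factors (3 of 21 genes lower at 48 h, Zfp42, Fbxo15 and Jam2; 9 adjusted over the list alone), -0.287 for meiosis and germ line genes (1 of 10, Ddx4; 3 over the list alone) and -0.277 for the naive regulators that the study chose on these libraries (Gli2; 6 over the list alone). It was 0.206 for primed genes (2 of 16 higher, Pou3f1 and Pim2; 4 higher and 1 lower over the list alone), 0.173 for FGF/ERK genes (2 of 21, Dusp6 and Jun; 6 and 1 over the list alone) and 0.777 for the FGF/MEK/ERK genes that the study chose (Jun; 3 over the list alone). It was 0.147 for Nodal genes (1 of 8, Lefty1; 4 over the list alone), 0.260 for primitive endoderm genes (2 of 7, Col4a1 and Col4a2; 3 over the list alone), 0.320 for neuroectoderm genes (1 of 7, Nes; 2 over the list alone) and 0.410 for trophectoderm genes (2 of 6, Krt8 and Krt18; 2 over the list alone). It was 0.959 for fibroblast genes (10 of 18; 13 over the list alone) and 0.153 for extracellular matrix and adhesion genes (6 of 22; 10 higher and 1 lower over the list alone). The members named in this paragraph beyond the paper's genes were chosen after their values were seen.

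With I-BRD9, 9 lists of genes that the paper does not discuss passed camera, none of them with an estimated correlation (adjusted p = 0.371 to 0.526 at 24 h and 0.436 to 0.587 at 48 h). Targets of the stress factor ATF4 rose: 9 of 10 at 24 h, with a median log2 fold change of 0.467, and 9 of 10 at 48 h, with 0.526 (9 adjusted over the list alone at both times), among them Asns (0.66 and 0.57), an enzyme of asparagine synthesis. Of 14 p53 targets, 12 fell and Sesn2 rose at 24 h (median -0.312; 13 and 1 over the list alone) and 9 fell and Sesn2 rose at 48 h (median -0.206; 10 and 1 over the list alone), among those that fell Trp53inp1 (-0.40 and -0.69). Genes of cholesterol synthesis rose, 9 of 15 at 24 h (median 0.164; 10 over the list alone) and 8 of 15 at 48 h (median 0.121; 9 over the list alone), with Sqle at 0.40 at 24 h. At 24 h, 6 of 8 Nodal genes fell (median -0.569; 6 over the list alone), with Nodal itself at -0.91, and 3 of 7 Wnt targets, Notum, Lef1 and Axin2 (median -0.553; 5 over the list alone), of which the calls of Lef1 (adjusted p = 0.0664 and 0.0820) and Axin2 (0.108 and 0.0969) end without DMSO 24 h replicate 1 or 2. Of 5 interferon genes, Stat1 and Ddx58 fell at 24 h (median -0.464; 4 over the list alone), where the call of Stat1 ends without DMSO 24 h replicate 1 (adjusted p = 0.0810) or 2 (0.0882) and the list call without I-BRD9 24 h replicate 1 (adjusted p = 0.0927; 0.0717 with a mean of at least 2 FPKM and 0.240 with no filter on low values). At 48 h, 7 of 10 meiosis and germ line genes fell (median -0.563; 7 over the list alone), with Sycp3, a protein of the synaptonemal complex, at -1.26, and the trophectoderm list and the fibroblast list had medians of 0.793 and 0.748; the call of the trophectoderm list ends with no filter on low values (adjusted p = 0.0924, the largest over the alternatives).

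With Brd9 knockdown, 10 such lists passed camera, none with an estimated correlation (adjusted p = 0.567 to 0.741). Genes of the 2-cell-like state rose, 6 of 9 (median 0.759; 9 over the list alone), among them Zscan4d (0.92), and without shcontrol replicate 2 the calls of Zscan4a (adjusted p = 0.0689), Zscan4b (0.0956) and Zscan4c (0.117) end. ATF4 targets fell, 6 of 10, while Ddit3 and Nupr1 rose (median -0.410; 8 and 2 over the list alone), and p53 targets rose, 5 of 15 (Trp53inp1, Ccng1, Mdm2, Phlda3 and Btg2; median 0.156; 7 over the list alone), so that both lists moved against their direction with I-BRD9. Without shcontrol replicate 2 the calls of the ATF4 targets Psat1 (adjusted p = 0.0854), Trib3 (0.0854), Shmt2 (0.129) and Slc7a5 (0.178) and of the p53 targets Trp53inp1 (0.135), Ccng1 (0.178), Mdm2 (0.165) and Phlda3 (0.239) end, the largest value of each over the alternatives. The difference between 48 h of I-BRD9 and knockdown passed camera for the ATF4 list (median 0.90, adjusted p = 2.26e-05, and adjusted p = 0.192 with an estimated correlation), the p53 list (median -0.37, adjusted p = 4.56e-04, and adjusted p = 0.273 with an estimated correlation) and the cholesterol list (median 0.40, adjusted p = 2.26e-05, and adjusted p = 0.383 with an estimated correlation). Culture, time and feeder RNA also differ between these experiments. Cholesterol genes had a median of -0.262, with Insig1 and Dhcr7 fallen among 15 (7 over the list alone). The medians of the other lists were -0.293 for Nodal genes (Acvr1b, Lefty2 and Tdgf1 fell; 4 over the list alone), 0.448 for mesendoderm genes (T and Eomes rose; 2 over the list alone), 0.255 for primitive endoderm genes (Lamb1 and Col4a2 rose; 4 over the list alone), 0.179 for fibroblast genes, -0.198 for germ line genes (Tuba3a fell; 4 over the list alone) and -0.0678 for 21 cell cycle genes, none of which passed in limma. Of the genes named for the cholesterol, Nodal, mesendoderm, primitive endoderm and germ line lists, each loses its call without either shcontrol replicate and with no filter on low values: the adjusted p without shcontrol replicate 1 and 2 was 0.0661 and 0.239 for Insig1, 0.0544 and 0.230 for Dhcr7, 0.125 and 0.193 for Acvr1b, 0.126 and 0.231 for Lefty2, 0.228 and 0.195 for Tdgf1, 0.0927 and 0.137 for T, 0.127 and 0.276 for Eomes, 0.128 and 0.137 for Lamb1, 0.196 and 0.247 for Col4a2, and 0.119 and 0.137 for Tuba3a, and no alternative gave a larger value for any of them. The list of matrix and adhesion genes also passed (median 0.16; 6 of 22 rose and none fell, 9 over the list alone; adjusted p = 0.00240, and adjusted p = 0.567 with an estimated correlation), and without shcontrol replicate 2 the calls of Fn1 (0.199), Vcl (0.193), Cd44 (0.170) and Tnc (0.126) end. Without shcontrol replicate 1, the calls of the Nodal (adjusted p = 0.161), mesendoderm (0.0908), fibroblast (0.161), cell cycle (0.161) and germ line (0.0828) lists end. That of the Nodal list also ends without shBrd9 replicate 1 (0.0562) or 2 (0.0831), and that of the cell cycle list without shcontrol replicate 2 (0.0512) or shBrd9 replicate 2 (0.436) and with quantile normalization (0.315). With no filter on low values the adjusted p was 0.282 for the mesendoderm list, 0.165 for the primitive endoderm list and 0.0546 for the cell cycle list, and no alternative gave a larger value for any of these lists than those given here. With Arid1a deletion the fibroblast list passed (median 0.545; 5 of 18 rose and 2 fell, 8 and 2 over the list alone; adjusted p = 0.0181, and adjusted p = 0.746 with an estimated correlation), with the collagen genes Col6a1 (1.85) and Col6a2 (1.84) risen, whose calls end without tamoxifen replicate 2 (adjusted p = 0.0900 and 0.0624), and the list call ends without ethanol replicate 1 (adjusted p = 0.0804; 0.0545 with a pseudocount of 1 and 0.322 with a mean of at least 2 FPKM).

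At 48 h of I-BRD9, 13 of 17 fibroblast genes rose and 1 fell (13 and 1 over the list alone), and of 22 matrix and adhesion genes 10 rose and 5 fell (11 and 5 over the list alone; camera adjusted p = 0.196), which unequal carry-over of feeder cells could give: the fibroblast list had a median log2 fold change of 0.748 (adjusted p = 1.85e-04 in camera, and adjusted p = 0.490 with an estimated correlation), with 88.2% of its kept genes above 0, which meets the outcome set beforehand for such carry-over. The levels were examined after that result. Feeder cells like those in the shcontrol libraries, which hold ESCs and feeder cells, would bring all their abundant transcripts in similar shares. Of 13 genes with at least 40.0 FPKM in shcontrol, 11 were higher. The increase is 0.106% of the shcontrol level for Cxcl12, 0.211% for Col3a1, 1.21% for Bgn, 1.91% for Col1a1, 3.51% for Fbln2, 5.81% for Lox and 186% for Tagln. Mgp (633 FPKM in shcontrol) stayed at 1.75 FPKM and Thy1 fell (-1.44%). These unequal shares argue against carry-over of such cells as the whole cause. The knockdown used puromycin-resistant feeders. Whether the feeders of the I-BRD9 cultures had the same levels was not tested, so carry-over of cells with other levels stays open. The 7 fibroblast genes with under 0.5 FPKM in the DMSO libraries and at least 1 FPKM in shcontrol, among them Thbs2 (from 0.169 to 0.388 FPKM) and Prrx1 (0.153 to 0.151), together increased by 0.655% of their shcontrol level (upper limit 1.33%), and RNA like that of the shcontrol libraries in this amount gives 2.71% (upper limit 5.52%) of the summed rise of 154 FPKM of the 10 matrix and adhesion genes that rose, and 3.19% (upper limit 6.48%) for the 13 fibroblast genes that rose. The summed rise of these 13 genes, 225 FPKM, lies mostly in Tagln (54.8 to 225 FPKM) and Acta2 (14.3 to 43.5 FPKM), so it says little about the others. For 1 of the 13, the allowed feeder RNA gives over 50% of the rise. The increase of Bgn, 1.21%, lies under the upper limit of 1.33%. For fibroblast genes with small rises, a part played by carry-over stays open. Acta1, Krt8 and Krt18, which are among the DEGs with the largest rises, were at 0.605, 1.60 and 3.51 FPKM in the shcontrol libraries and at 50.9, 79.3 and 129.6 FPKM with 48 h of I-BRD9, and 17 of the 28 listed fibroblast genes were kept in the ESC libraries on gelatin. A change of these genes in the ESCs, or in a part of them that differentiates, stays open as a hypothesis, and no test here separates the 2.

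The fold changes of Brd9 knockdown and of 48 h I-BRD9 went together across genes, and the fibroblast score of the libraries could in part carry this. Leaving out the 22 genes of the fibroblast, matrix and primitive endoderm lists lowered r over the DEGs by 2.91%, from 0.345 to 0.335, but these are 1.57% of the 1404 genes, too few for r to fall by much, so this decides nothing. With the fibroblast score regressed out, r was 0.267, a fall of 22.4%. It stayed more than 2 SD above 0, with the SD of r over the fits that leave out a library (0.0542). These fits share most of their libraries, so this SD understates the error of r. Whether carry-over is the whole cause is therefore not decided, and a part played by it stays open too. A shared effect of lost BRD9 function stays open as a hypothesis, whereas the ATF4 and p53 lists moved in opposite directions in the 2 experiments.

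More DEGs fell than rose at 48 h of I-BRD9, which the scaling of the values could give. Median-ratio scaling gave 600.0 higher and 869 lower DEGs (59.2% lower) in place of 593 and 863, and moved too little to test this. After quantile normalization 55.0% were lower, and 65.8% in place of 78.9% at 24 h, so that a part played by the scaling stays open. A change in total RNA per cell cannot be seen in FPKM values, and whether the lower genes are under direct control of BRD9 was not tested.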

How the results depend on the processing

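Of the alternatives, voom on the recovered reads, a pseudocount of 1 with a mean of at least 2 FPKM, and leaving out the fibroblast, matrix and primitive endoderm lists were chosen after the results were seen. Where a library was left out, the lone sample of its group is assumed to vary like the other groups. The cause of a change was not tested, except that a higher pseudocount shrinks the folds of low genes and a stricter filter or a fold threshold changes which genes are counted. Outside the fits that leave out a library, 4163 results for named genes kept their direction and side of the threshold, 120 lost their call, 98 gained one, 7 moved and 1 reversed; for gene lists these were 893, 8, 22, 25 and 2. In the fits that leave out a library, 1576 results for named genes stayed, 349 lost their call, 14 gained one and 26 moved; for gene lists these were 378, 13, 9 and 24.

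A pseudocount of 1 gave 539 DEGs at 24 h (84.0% lower), 875 at 48 h, 392 at both times, no list past the threshold after Arid1a deletion (0 lists), r = 0.466 over DEGs and 0.203 over all genes for shBrd9 and I-BRD9, and r = -0.0139 for Arid1a deletion and I-BRD9. A pseudocount of 0.01 gave r = 0.250 and 0.0845 for shBrd9. No filter on low values gave 49 DEGs for shBrd9, 630 for Arid1a deletion, 82.1% of DEGs lower at 24 h, 161 genes that differ between 48 h and 24 h, 4 lists after Arid1a deletion, r = 0.118 (shBrd9) and 0.000242 (Arid1a deletion) over all genes, an adjusted p over 0.05 for Sox2 after Arid1a deletion (fold 0.764) and a reversed median of the mesendoderm list with shBrd9 (-0.0353). A mean of at least 2 FPKM gave 545 DEGs at 24 h, 870 at 48 h, 412 at both times, 0 lists after Arid1a deletion, r = 0.435 and 0.211 for shBrd9, r = -0.0249 for Arid1a deletion and a reversed median of the fibroblast list after Arid1a deletion (-0.257). Both together gave 389 DEGs at 24 h (83.0% lower) and 660 at 48 h.

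With no fold threshold, 4220 genes passed at 24 h (56.6% lower), 5207 at 48 h (51.9% lower), 606 with shBrd9 and 1960 with Arid1a deletion. Quantile normalization gave 65.8% of DEGs lower at 24 h, a fall of Pou5f1 at 48 h that passes (fold 0.853), a reversed Pou5f1 after Arid1a deletion (fold 1.26, log2 0.33) and a fold of 1.03 for Nanog after Arid1a deletion. With voom, 293 genes were DEGs with shBrd9, 1109 differed between 48 h and 24 h, 6 lists passed after Arid1a deletion, r was 0.418 and 0.211 for shBrd9, and Pou5f1 passed at 48 h (fold 0.958). Median-ratio scaling and a robust variance prior changed no count of DEGs by more than 1.5 times.

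The labels give the groups the same replicate numbers, but the numbers do not establish pairs: the deviations of libraries with the same number correlated at -0.0832 (24 h), 0.155 (48 h), -0.00343 (shBrd9) and 0.0429 (Arid1a deletion). With the replicate number as a block (replicate block), the DEGs numbered 987, 1478, 155 and 951, 186 genes differed between 48 h and 24 h, and r over the DEGs was 0.272 for shBrd9; with the 24 h I-BRD9 numbers crossed, as the sample descriptions give them, there were 979 DEGs at 24 h.

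Leaving out each library in turn gave 607 to 1172 DEGs at 24 h, 1213 to 1370 at 48 h, 11 to 193 for shBrd9 and 501 to 861 for Arid1a deletion, 74.1% to 80.1% lower at 24 h and 53.4% to 63.6% at 48 h, and 478 to 713 at both times. The effects differed for 70 to 242 genes between 48 h and 24 h, 2170 to 3524 between I-BRD9 and Arid1a deletion, and 2164 to 3225 between I-BRD9 and shBrd9. Lists past the threshold numbered 12 to 13 at 24 h, 12 to 13 at 48 h, 8 to 11 for shBrd9 and 0 to 3 for Arid1a deletion. In the shBrd9 libraries the sets of I-BRD9 DEGs had enrichment scores of 2.15 to 2.53 (lower) and -2.17 to -1.72 (higher), and medians of -0.144 to -0.119 and 0.114 to 0.165. For shBrd9, r was 0.224 to 0.378 over DEGs and 0.128 to 0.169 over all genes; for Arid1a deletion it was -0.0331 to 0.0475, with reversed values of -0.0331 and -0.00124, and -0.00634 to 0.0293, with reversed values of -0.00634 and -0.000757. Folds at 48 h of I-BRD9 were 0.949 to 0.967 for Pou5f1, 0.805 to 0.818 for Sox2, 0.604 to 0.639 for Nanog and 0.602 to 0.640 for Klf4; after Arid1a deletion they were 0.958 to 1.02, 0.728 to 0.799 (each over the threshold of adjusted p), 0.922 to 0.999 and 1.02 to 1.05. Depth limits the low genes: in the library with the fewest reads, 1 read is 0.102 FPKM for a transcript of 1 kb.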

Differences from the paper's values

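All settings in this part were set before the data were examined, except voom on the recovered reads and the pseudocount of 1 together with a mean of at least 2 FPKM. The counts here use the paper's thresholds, on FPKM values with limma where the paper tested counts with DESeq2.

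The paper gives 351 DEGs at 24 h, and 970 were found here. No setting chosen beforehand gave a count within 1.5 times the paper's, the nearest being 539 with a pseudocount of 1 and 545 with a mean of at least 2 FPKM. Both together, chosen after seeing the values, gave 389; how many of the paper's DEGs this drops is not known, since the paper's list was not used here. At 48 h the paper gives 929 DEGs and 1456 were found here. Within 1.5 times were a pseudocount of 1 (875), a mean of at least 2 FPKM (870) and each fit that leaves out a library (1213 to 1370), and not a pseudocount of 0.01, no filter on low values, median-ratio scaling, quantile normalization, a robust variance prior, no fold threshold or the replicate block. Both choices together, chosen after seeing the values, gave 660. Voom on the recovered reads, also chosen after seeing them, gave 1086 at 24 h and 1591 at 48 h, further from the paper's counts.

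The paper shows about 70 DEGs higher and about 280 lower at 24 h, and about 360 higher and about 570 lower at 48 h, with about 320 at both times, in Fig. 1e, read by eye. The values here are 205, 765, 593, 863 and 704. For the genes higher at 24 h a pseudocount of 1 (86) comes within 1.5 times, and for those lower at 24 h no setting chosen beforehand does. A pseudocount of 1 together with a mean of at least 2 FPKM, chosen after seeing the values, gave 66 higher and 323 lower at 24 h, and 246 and 414 at 48 h. For those higher at 48 h, a pseudocount of 1 (326), a mean of at least 2 FPKM (355) and the fits without DMSO replicate 1 (491), I-BRD9 replicate 1 (491) or I-BRD9 replicate 2 (456) do, and the others do not. For those lower at 48 h, a pseudocount of 1 (549), a mean of at least 2 FPKM (515), quantile normalization (806) and the fits without DMSO replicate 1 (722), DMSO replicate 2 (731) or I-BRD9 replicate 2 (768) do, and the others do not. For the DEGs at both times, a pseudocount of 1 (392), a mean of at least 2 FPKM (412) and the fits without DMSO 24 h replicate 1 (478) or 2 (479) do, and the others do not.

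The enrichment score of the I-BRD9-lower genes in the knockdown is about 2.0 in Fig. 1g, read by eye, and 2.43 here, and that of the I-BRD9-higher genes is about -2.3 in Fig. 1g, read by eye, and -2.05 here. The difference allowed for a score is its SD over the fits that leave out a library, which leaves out the error of reading by eye. The sets also differ: they held 843 lower and 561 higher DEGs from limma here, and fewer DEGs, from DESeq2, in the paper. A gap between scores therefore does not show a disagreement. For the lower set only no filter on low values (2.01) brings the value within the allowed difference. For the higher set a mean of at least 2 FPKM (-2.21) and the fit without I-BRD9 48 h replicate 2 (-2.17) do, and the other settings set beforehand do not; voom on the recovered reads, chosen after seeing the values, gave -2.19, and 2.62 for the lower set.

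The paper states that neither I-BRD9 nor Arid1a deletion changed Sox2 to a significant extent. Here Sox2 passed the adjusted p of limma at 0.811 of the DMSO level and 0.764 of the ethanol level, both short of 1.5-fold, which is the paper's limit for a DEG, and the call after Arid1a deletion ends with no filter on low values and when any library is left out. The paper describes the correlation of knockdown and I-BRD9 as strong and the concordance as high, and r over the DEGs was 0.345 here, with 68.8% of the changes having the same sign. With a pseudocount of 1 or a mean of at least 2 FPKM, r was higher. These settings also gave DEG counts at 48 h nearer to the paper's. In the authors' source data for Fig. 5a, the value given as the average of Nanog with tamoxifen, 257.893, equals the value of replicate 2, where the mean of the replicates is 268.692, so that the fold is 0.960556 in place of 0.921949. The other folds of Fig. 5a match those computed here from mean FPKM. The paper describes Jun, Fosl2 and Atf3 as raised, and all 3 rose at 48 h here.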

Other observations

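Gltscr1 and Gltscr1l encode alternative subunits of GBAF. With I-BRD9, Gltscr1l fell, from 14.8 ± 0.634 to 8.15 ± 0.438 FPKM at 48 h (mean ± SD, n = 2 libraries each; log2 fold change -0.85, SE 0.064, adjusted p = 3.75e-04 from limma), and by -0.59 at 24 h. Gltscr1 went from 1.58 ± 0.199 to 2.27 ± 0.00495 FPKM at 48 h (0.50, adjusted p = 0.0287), a call that ends without DMSO 48 h replicate 1 (adjusted p = 0.118) or I-BRD9 48 h replicate 1 (0.101) or 2 (0.104), and did not pass at 24 h (0.14). Of 24 BAF subunit genes, 7 rose and 5 fell at 48 h (7 and 5 adjusted over the list alone), with Bcl7c at 0.45 and Smarcc2 at -0.40; the camera adjusted p was 0.930. Smarcd3 fell (-1.43) but shares exons with another gene. The genes of the other bromodomain proteins Brd2 (0.25) and Brd4 (0.17) rose, and Brd3 did not pass (-0.068); the call of Brd4 ends without DMSO 48 h replicate 1 (adjusted p = 0.0837) or 2 (0.0592) or I-BRD9 48 h replicate 1 (0.0616).

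Genes of DNA methylation moved apart at 48 h of I-BRD9: the methyltransferase gene Dnmt3a fell (-0.74) and Dnmt3b rose (0.47), and Tet1, which oxidizes methylcytosine, fell (-0.60, chosen after its value was seen). In all, 4 of the 10 genes fell and 3 rose (4 and 4 over the list alone; the list did not pass camera). The cyclin gene Ccnd1, which shares exons with another gene, had -0.79 at 24 h, -0.69 at 48 h and -0.89 after Arid1a deletion, with 0.792 as the camera adjusted p of 21 cell cycle genes at 48 h. Nqo1, an enzyme induced by NRF2, fell at both times (-1.08 and -1.18) and Hmox1, which degrades heme, rose at 48 h (0.54), so that 1 of 7 genes of the response to foreign compounds rose and 2 fell (1 and 2 over the list alone; camera adjusted p = 0.749).

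Of 11 core and general pluripotency factors, 7 fell and Dnmt3l rose at 48 h of I-BRD9 (7 and 1 over the list alone), with Dppa2 at -0.50 and Lin28a, an RNA-binding protein, at -0.46. The list passed camera (adjusted p = 0.00697), and had an adjusted p = 0.436 with an estimated correlation. After Arid1a deletion, 4 of the 11 rose and 1 fell (4 and 1 over the list alone), with Dppa2 at 0.66; Dnmt3l, Dppa4, L1td1 and Sox2 were the others, of which the calls of Dppa4 (adjusted p = 0.0778 to 0.0979) and Sox2 (0.0553 to 0.144) end when any library is left out and that of Dnmt3l without ethanol replicate 1 (0.0794) or tamoxifen replicate 1 (0.0899) or 2 (0.129). Of 20 extracellular matrix and adhesion genes, 9 fell and 3 rose after Arid1a deletion (10 and 5 over the list alone; camera adjusted p = 0.158), with E-cadherin, Cdh1, at -0.95 and fibronectin, Fn1, at -1.01. Stra8, which fell with I-BRD9 and with Brd9 knockdown, rose after Arid1a deletion (1.91), and Gli1 fell with I-BRD9 and rose after Arid1a deletion.

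Among 12246 genes kept in both, 1341 were DEGs at 48 h of I-BRD9 and 811 after Arid1a deletion. In either direction, 238 were DEGs in both, where chance gives 88.81. Of these, 94 were lower in both (30.65 by chance), 33 were higher in both (15.05 by chance) and 111 went in opposite directions. No chance value was computed for opposite directions, so these counts do not show a shared direction. Fold changes correlated with gene length at Spearman rho of 0.124 at 24 h, -0.0203 at 48 h, 0.231 with shBrd9 and 0.196 after Arid1a deletion. In the Arid1a deletion libraries the sets of I-BRD9 DEGs had enrichment scores of 1.52 (lower) and -1.29 (higher), with adjusted p of 4.33e-04 and 0.0103 over permutations of genes and camera adjusted p of 0.293 and 0.854.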
